# Locus specific epigenetic modalities of random allelic expression imbalance

**DOI:** 10.1038/s41467-021-25630-3

**Published:** 2021-09-09

**Authors:** Lucile Marion-Poll, Benjamin Forêt, Dina Zielinski, Florian Massip, Mikael Attia, Ava C. Carter, Laurène Syx, Howard Y. Chang, Anne-Valerie Gendrel, Edith Heard

**Keywords:** Developmental biology, Epigenetics

## Abstract

Most autosomal genes are thought to be expressed from both alleles, with some notable exceptions, including imprinted genes and genes showing random monoallelic expression (RME). The extent and nature of RME has been the subject of debate. Here we investigate the expression of several candidate RME genes in F1 hybrid mouse cells before and after differentiation, to define how they become persistently, monoallelically expressed. Clonal monoallelic expression is not present in embryonic stem cells, but we observe high frequencies of monoallelism in neuronal progenitor cells by assessing expression status in more than 200 clones. We uncover unforeseen modes of allelic expression that appear to be gene-specific and epigenetically regulated. This non-canonical allelic regulation has important implications for development and disease, including autosomal dominant disorders and opens up therapeutic perspectives.

## Abstract (web summary)

Some autosomal genes are expressed in a random monoallelic manner, but its extent and mechanisms have remained unclear. Here the authors show robust monoallelic expression in cell lines and mice, where the silent allele can be reexpressed using epidrugs. Further, they find these genes display various modalities of allelic expression with different degrees of allelic imbalance.

## Introduction

Genes are generally thought to be expressed from both alleles, even if their expression is not necessarily equal nor synchronised. There are some exceptions where gene expression occurs exclusively from one allele. This can be due to heterozygous loss-of-function mutations, allelic exclusion via DNA rearrangements (e.g. Immunoglobulins^1^) or epigenetically based differences leading to clonally inherited monoallelic expression. Epigenetically based monoallelic expression is found at parentally imprinted loci^2^, on one X chromosome in females (X-chromosome inactivation)^3^ and for olfactory receptor genes^4^. A less well-understood category concerns autosomal, clonally heritable 'random monoallelically expressed' (RME) genes (estimated to comprise 1 to 10% of genes)^5^. RME genes were identified through numerous genome-wide allele-specific analyses of gene expression in single-cell derived clones from hybrid cell lines^6–14^. These studies showed that some genes can be expressed monoallelically from the maternal or paternal allele, or biallelically, and that these expression patterns are inherited during cell division. These RME genes^15^ belong to a wide range of gene ontologies and are enriched in cell surface receptors, developmental regulators, and are often associated with human autosomal dominant diseases^6,10,11^.

RME has potentially important implications in development and disease. It might confer many advantages to the organism, such as generating cellular diversity, enhancing adaptability or regulating gene dosage, but this remains to be investigated^16^. On the other hand, RME may also be detrimental, particularly in the context of heterozygous mutations, as a proportion of cells could express the mutated allele only, thereby contributing to pathological phenotypes in a non-classical manner. Indeed some autosomal dominant disorders involving putative RME loci may be a result of functional nullisomy in a proportion of cells rather than haploinsufficiency^5^.

However, the extent to which clonal and stable RME occurs is still somewhat debated^17,18^. First, stable RME is often confounded with transient RME observed in single cells, which originates from transcriptional bursting. Although there have been some efforts to identify RME in vivo^11,19^, transient and stable RME cannot be readily distinguished at the single-cell level (by RNA-seq or nascent RNA-FISH) without information about clonality. Second, RME genes are often associated with low expression, raising several issues. A poor detection of lowly expressed genes could lead to the unreliability of the allelic measurements. Also, monoallelic expression of a virtually silent gene could arise through incomplete silencing of one allele and subsequent clonal propagation, which would not be functionally relevant. There are therefore critical parameters to consider, and careful analytical and statistical methods are necessary to confidently identify stable RME, particularly in vivo. In addition, the mechanisms underlying stable RME are largely unexplored. In previous studies^6–14^, the number of single-cell derived clones analysed in parallel was rather limited (4–16), rendering any assumptions on the extent of RME and on the mechanisms involved difficult^20^.

Here we assess whether and how some autosomal genes that we previously identified as being RME are prone to persistent and stable monoallelic expression in clones of neural progenitor cells (NPC). We also explore the mechanisms underlying RME and its consequences on gene dosage.

The frequencies of monoallelic expression for a subset of genes involved in disease were assessed in more than 200 newly derived NPC clones. Unexpectedly, we found that genes previously identified as RME show very specific modalities of allelic expression. We propose that these loci are subject to random allelic expression imbalance (RAExI), with one or several stable states of allelic expression per gene. RAExI consists of a range of different expression modalities, and includes RME as one subtype of RAExI. We also evaluate whether these modalities are determined prior to differentiation. Importantly we assess the consequences of allele-specific expression on gene dosage and on cellular diversity. Finally, we investigate the epigenetic mechanisms involved in the maintenance of differential allelic expression. Taken together, our results reveal unforeseen modes of allelic expression, that appear to be gene-specific and epigenetically regulated. This noncanonical allelic regulation affects the genes of this study, which are involved in development and associated with diseases, but the scope of RAExI could be much broader, with major physiological and pathological implications.

## Results

### The study of RME reveals the existence of RAExI

In order to investigate the extent and nature of RME in depth, we selected 12 genes that were previously found to be RME in NPCs (*A2m*, *Acyp2*, *Bag3*, *Cnrip1*, *Eya1*, *Eya2*, *Eya4*, *Grik2*, *Kcnq2*, *Ptk2b* and *Snca*)^11^ or in B-lymphoblastoid clones (*App*)^6^. We also investigated a previously described biallelically expressed gene (*Eya3*). Characteristics of these genes and their association with diseases are summarised in Table 1.

**Table 1:** Genes of interest, selected from previous genome-wide studies.

Gene	Name	Disease association
A2m	Alpha-2-macroglobulin	Alzheimer’s disease, alpha-2-macroglobulin deficiency
Acyp2	Acylphosphatase 2	Cancer
App	Amyloid beta precursor protein	Alzheimer’s disease (dominant)
Bag3	BCL2-binding athanogene 3	Myopathy, cardiomyopathy, neuropathy (dominant)
Cnrip1	Cannabinoid receptor-interacting protein 1	
Eya1	Eyes absent homologue 1	Branchio-otic & branchio-oto-renal syndromes (dominant)
Eya2	Eyes absent homologue 2	
Eya3	Eyes absent homologue 3	(biallelic control)
Eya4	Eyes absent homologue 4	Cardiomyopathy, deafness (dominant)
Grik2	Glutamate receptor GluR6	Mental retardation, epilepsy (recessive)
Kcnq2	Potassium channel Kv7.2	Epilepsy, myokymia (dominant)
Ptk2b	Protein-tyrosine kinase 2 Beta	Osteoporosis, Alzheimer’s disease
Snca	Alpha-synuclein	Parkinson’s disease (dominant)

In order to assess the frequency with which these genes show RME, we differentiated male or female hybrid (129/Sv x Castaneus) mouse ES cells (ESCs) into NPCs, as previously described^11,21^ (Fig. 1 and Supplementary Fig. 1). NPCs have the advantage of self-renewing continuously and are clonogenic, as well as being able to differentiate further into neurons, oligodendrocytes or astrocytes in vitro^21^. We established 249 independent NPC clonal cell lines from single cells, from six independent differentiation experiments (Supplementary Table 1). The analysis of such a large number of clones confers better statistical power and robustness compared to all previous studies^6–14^.

**Fig. 1:**
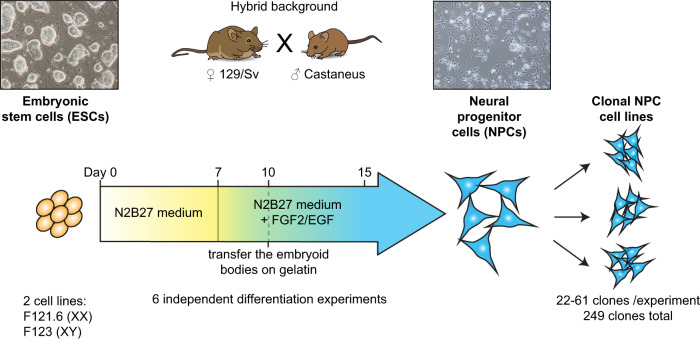
Experimental strategy to assess the frequency of monoallelic expression. Generation of NPC clonal cell lines (249 clones in total) from two hybrid ESC lines after six independent in vitro differentiation experiments.

To evaluate the frequency of monoallelic expression for the candidate genes, we measured their allelic ratios of expression by RT-PCR followed by pyrosequencing in the newly derived NPC clones (65–245 clones/gene). The allelic expression ratio is defined as the proportion of mRNA expression from the Castaneus (Cast) allele over the total expression. A large number of clones analysed allowed assessment of the distribution of allelic expression ratios across clones for the 13 genes. Strikingly, we observed that the genes exhibit very different distribution profiles (Fig. 2). In order to decompose the distribution of the allelic expression ratio for each gene, we computed Gaussian mixture models to fit the data (see Methods), as this approach can reveal subpopulations of clones and putative allelic expression states. The number of populations for each gene was estimated using the Bayesian Information Criterion (BIC) (Supplementary Fig. 2). We used bootstrapping (see Methods) to assess both confidence in the number of populations (Supplementary Table 2) and in each Gaussian mixture model component (Supplementary Table 3). This analysis shows that our sample size provides us sufficient power to detect distinct populations. For each gene, we identified one or several subpopulations, defined by a specific mean and variance of the allelic expression ratio (Fig. 2 and Supplementary Table 3). Overall, genes display distinct modalities of allelic expression.

**Fig. 2:**
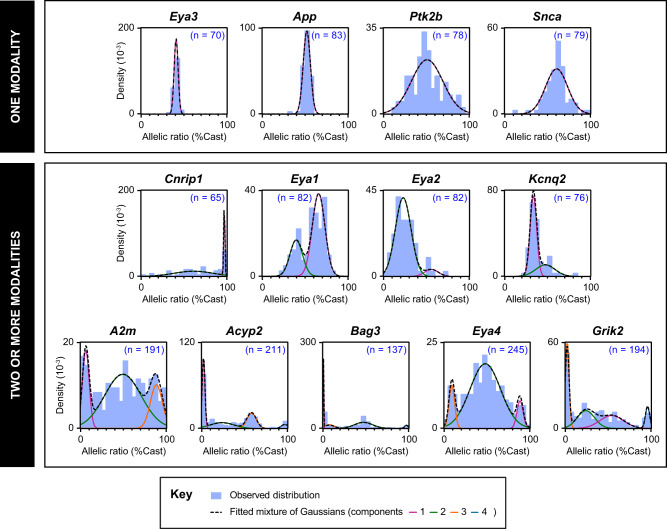
Gene-specific modalities of allelic expression. The distributions of allelic expression ratios in NPC clones are represented as density histograms for the 13 genes of interest. *n* is the number of NPC clones analysed for each gene. The observed distributions are modelled with Gaussian mixtures. The genes were classified according to the number of subpopulations, computed using the BIC criterion (Supplementary Fig. 2).

For *Eya3*, *App*, *Ptk2b* or *Snca*, we found a single population of clones (Fig. 2-top panels), however with different variances. The biallelic control *Eya3* displays a narrow variance, and a mean allelic ratio of 41% (% Cast) (indicative of a slight genetic bias towards expression of the 129 allele). *App* is biallelic in all the 83 NPC clones tested. *Snca* and *Ptk2b* both show a large variance, with the presence of clones showing extreme allelic expression ratios.

For *Cnrip1, Eya1*, *Eya2* and *Kcnq2*, at least two subpopulations could be identified (Supplementary Fig. 2 and Supplementary Table 2), showing that these genes have more than one modality of allelic expression, each of them with a different variance and degree of allelic expression imbalance (Fig. 2-middle panels). For example, *Cnrip1* is frequently monoallelically expressed from the Cast allele (30% of clones) (Supplementary Table 3), whereas very rare clones display monoallelic expression from the 129 alleles, suggestive of an additional strong genetic bias. *Eya1* on the other hand does not fully exhibit monoallelic expression in any of the clones analysed, but displays two clear subpopulations, biased towards either the 129 or the Cast allele. This observation is unexpected: some genes (such as *Eya1* or *Kcnq2)* do not necessarily show any monoallelic population, but they do show two modalities of expression with different degrees of allelic expression imbalance. They are neither biallelic nor RME genes, but rather display RAExI.

The last group of genes, which includes *A2m*, *Acyp2*, *Bag3*, *Eya4* and *Grik2*, was analysed using additional clones from differentiation experiments 4 to 6, as they appeared to have more complex distributions (Fig. 2 –bottom panels and Supplementary Fig. 2). These genes show three or more modalities of expression, with gene-specific subpopulations (Supplementary Table 3). They display distinct monoallelic populations in both directions, comprising 18–44% of the clones analysed (Supplementary Table 3), as well as biallelic or biased populations. Thus, *A2m*, *Acyp2*, *Bag3*, *Eya4* and *Grik2* can be considered as RME, RME being a subtype of RAExI. The random monoallelic expression of these five genes is of particular interest as they have been associated with various diseases (Table 1), such as *Acyp2* with cancer^22^, *A2m* with Alzheimer’s disease^23^, *Bag3* with myopathy^24^, *Eya4* with deafness^25^ and *Grik2* with epilepsy^26^. *Acyp2* and *Bag3* show the highest proportion of monoallelically-expressing NPC clones, with small variance, and thus represent good candidates for further exploring the features of allele-specific expression.

### RAExI is established and maintained during differentiation

To determine whether the different states of allelic expression observed in NPCs arise during differentiation or are already present in ESCs, we established 18 ESC clones from the hybrid female ESC line and measured the allele-specific expression of *Acyp2* and *Bag3* using RT-PCR and pyrosequencing. Both genes were found to be biallelically expressed in all ESC clones tested (Fig. 3a, left panels), in contrast to NPCs, as shown using cumulative frequency distributions of the allelic expression ratios in both cell types (Fig. 3a, right panels). This indicates that allele-specific expression is established during differentiation.

**Fig. 3:**
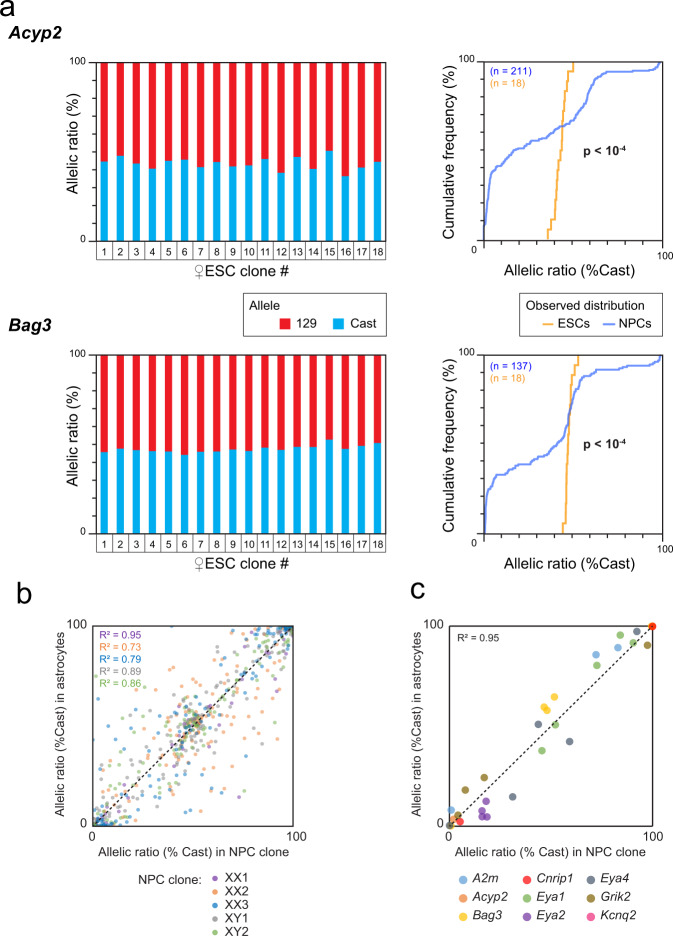
Allele-specific expression is established during differentiation and then maintained. **a** Analysis by RT-PCR followed by pyrosequencing of *Acyp2* and *Bag3* allelic expression ratio in 18 clones generated from the F1-21.6 ESC line (left panels). Comparison of the cumulative distributions of allelic expression ratios in ESCs and NPCs (Kolmogorov–Smirnov tests, right panels). *n* is the number of clones analyzed. **b** Comparison of the allelic expression ratios of the genes previously categorised as RME in NPCs^11^ and after differentiation into astrocytes, for five NPC clones, measured by allele-specific RNA-seq. The number of assessable genes per clone (values with less than 20 reads were excluded) is *n*_XX1_ = 75, *n*_XX2_ = 146, *n*_XX3_ = 121, *n*_XY1_ = 150, *n*_XY2_ = 137. Pearson correlation coefficients were calculated for each NPC clone. **c** Comparison of the allelic expression ratio for the nine genes, which showed several modalities of expression, in five NPC clones and after differentiation into astrocytes.

We also evaluated the stability of allele-specific expression following further differentiation of NPCs to astrocytes. We previously showed that the RME pattern of six genes is maintained over cell passaging, and following differentiation of two independent NPC clones to astrocytes^11^. Here, we expand this analysis by performing allele-specific RNA-seq of five NPC clones after differentiation into astrocytes (Supplementary Fig. 3). 

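Astrocytes were obtained by growing NPC clones for 48 h in medium with BMP4 at 10 ng/mL, a signalling protein that takes neural progenitors out of the cell cycle and towards the astrocyte fate. Poly(A)-enriched RNA from 5 clones was sequenced, with 1 library per clone, so no allelic ratio in astrocytes has a biological replicate. The clones XX1, XX2 and XX3 (female) and XY1 and XY2 (male) of Fig. 3b are the clones 129, C2, G4, mC3 and mE6 of Fig. 7a, matched through their NPC ratios in the Source Data and their sex. The paper's own astrocyte ratios under the names XX1 to XY2 had an r of 0.997 to 0.998 with the libraries so named and of -0.183 to 0.284 with the other libraries, which settles the match, although the ratios of Acyp2 differ between the 2 figures. Each clone carries a maternal 129 genome and a paternal Cast genome. The authors aligned the reads to a genome masked at the SNPs that differ between the 2 strains, assigned each read that covers such a SNP to an allele, and counted reads per gene in a strand-specific manner. The deposited counts give Cast reads, 129 reads and all reads for 50600 genes, listed by Ensembl identifier. Allelic expression ratios were computed from these counts as Cast reads over allele-specific reads, and values with fewer than 20 allele-specific reads were excluded, as in the paper. Between 78257443 and 93963293 reads per library were counted on genes (median 80241858), and between 26753109 and 32518327 of them were allele-specific (median 27255381), a share of 33.4% to 34.8%. From 12917 to 13206 genes per library passed the minimum. The error of a single ratio is its 95% Wilson confidence interval, which covers counting error only, since PCR duplicates are not independent molecules. On the X chromosome of the male clones, where only the 129 copy is present, 0.0959% of the allele-specific reads of XY1 and 0.0920% of those of XY2 were assigned to Cast, which gives the error of assigning 129 reads to Cast; the opposite error cannot be read from it. Gfap, an intermediate filament gene of astrocytes, had 537 ± 808 CPM after TMM normalization (SD, n = 5 clones), from 65.4 in XX2 to 1977 in XX1. The water channel gene Aqp4 had 70.9 ± 42.0 CPM (SD, n = 5), and the proliferation marker gene Mki67 had 1.30 ± 0.818 (SD, n = 5). The NPC ratios of these 5 clones were not recomputed: they are the paper's, from the Source Data of Fig. 3.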

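For the genes previously listed as RME, the allelic ratio in astrocytes was compared with the paper's ratio in the NPCs of the same clone. Pearson's r across genes was 0.970 in XX1 (70 genes), 0.859 in XX2 (141 genes), 0.894 in XX3 (116 genes), 0.940 in XY1 (145 genes) and 0.934 in XY2 (131 genes). Genes are not independent replicates, so no p-value was computed within a clone. The median absolute difference between the 2 cell types was 1.54 percentage points in XX1, 5.95 in XX2, 6.46 in XX3, 4.46 in XY1 and 3.57 in XY2. In XX1, 59 of the 70 genes differed by no more than 10 points and 2 by more than 25 points, while in XX2 these numbers were 84 and 17 of 141 genes. A correlation across genes could also come from biases shared by all clones, such as a strain difference in expression, and the NPC ratios of each clone were therefore also compared with the astrocytes of the other 4 clones. The 20 unmatched pairs had values of r from -0.357 to 0.220, with a mean of -0.0716. These genes had been listed as RME, for expression that differs between NPC clones, so low values between clones are partly set by that choice. The contrast therefore holds for these genes and does not measure shared bias in other genes. The mean r of the 5 matched pairs was 0.919, the highest of the 120 possible pairings of NPC clones with astrocyte libraries (exact permutation test, one-sided, p = 0.00833, the smallest p that 5 clones allow). Among the alternatives, Spearman's rank correlation moved this mean most, to 0.900. The genes of whole chromosomes deviated from equal allelic expression in 2 of the clones, with a median ratio of 34.2% on chromosome 1 in XX1 and of 66.0% and 65.2% on chromosomes 3 and 18 in XX3. On chromosome 12 in XX3 only the 20 Mb windows from 80 Mb on deviated, with medians of 71.3% and 71.8%, and on chromosome 4 in XX3 those from 120 Mb on, with medians of 10.0% and 7.27%. Without the genes in 20 Mb windows whose median ratio was outside 40 to 60%, an alternative chosen after seeing the data, the mean r was 0.918.

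**Figure D1:**
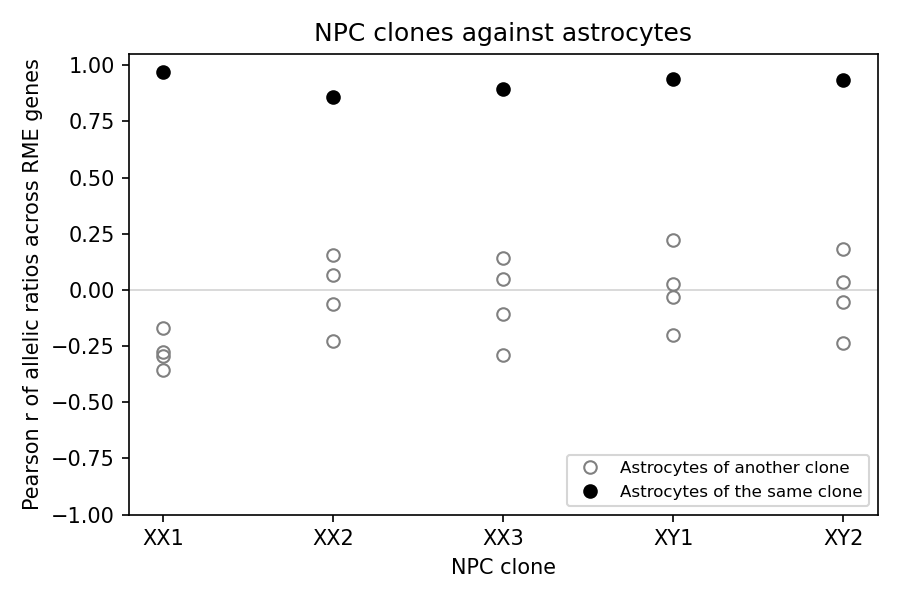
Pearson's r across RME genes (vertical axis, no unit) between the allelic ratios of each NPC clone (horizontal axis) and those of astrocytes. Black points are astrocytes of the same clone and lie from 0.859 to 0.970; open grey points are astrocytes of the other 4 clones and lie from -0.357 to 0.220.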

We observed that the allelic expression ratios for the genes previously listed as RME in NPCs^11^ are globally stable following differentiation (Fig. 3b). 

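Among the genes with several modalities of expression, 8 had at least 20 allele-specific reads in the astrocytes of at least 1 clone and a ratio in the paper's NPC data, which gave 30 gene-clone pairs with 23 to 9386 reads (median 286.5). In GRCm38 these genes are A2m (chromosome 6, 121636165 to 121679238), Acyp2 (chromosome 11, 30505992 to 30649608), Bag3 (chromosome 7, 128523583 to 128546981), Cnrip1 (chromosome 11, 17051859 to 17079372), Eya1 (chromosome 1, 14168953 to 14311035), Eya2 (chromosome 2, 165595028 to 165771727), Eya4 (chromosome 10, 23102962 to 23350838) and Grik2 (chromosome 10, 49093680 to 49790161). Across the 30 pairs, Pearson's r between the paper's NPC ratio and the astrocyte ratio was 0.974 and Spearman's rho was 0.958; pairs of 1 clone or 1 gene are not independent, so no test was made. Of the 13 NPC values under 15% or over 85%, 12 were past the same limit in astrocytes. Bag3 was expressed from the Cast allele in XX1, with 99.9% Cast reads in astrocytes (95% Wilson interval 99.7 to 99.95%, 4658 reads) against the paper's 99.5% in NPCs, and from the 129 allele in XY2, with 0.135% (0.0458 to 0.395%, 2228 reads) against the paper's 0.657%. In the other 3 clones Bag3 was biallelic in NPCs and moved towards Cast, from the paper's 48.0% to 57.6% in XX2 (56.6 to 58.6%, 9386 reads), from 51.6% to 64.9% in XX3 (63.7 to 66.0%, 7062 reads) and from 46.6% to 59.6% in XY1 (58.2 to 61.0%, 4702 reads). Acyp2 had 3.82% Cast reads in XY1 (2.20 to 6.56%) and 100% in XY2 (99.8 to 100%), against the paper's 2.08% and 100% in NPCs. The median absolute difference was 7.61 percentage points, and 22 pairs differed by no more than 10 points. The NPC value was outside the Wilson interval of the astrocyte value in 19 of the 30 pairs, so the smaller differences are often larger than the counting error of the astrocyte library, although no replicate gives the spread between cultures. The counting error of the paper's NPC ratios was not included, here or for single genes below, so fewer pairs may differ beyond the error of both. The largest difference was in Eya4 in XX3, from the paper's 31.1% to 13.9% (10.2 to 18.6%, 259 reads). In Eya2 all 4 clones had lower ratios in astrocytes, by a mean difference of -9.05 ± 3.76 points (SD, n = 4), and in A2m all 3 clones had higher ones, by 9.38 ± 3.68 points (SD, n = 3). The Eya2 ratios rest on 26 to 38 reads, and the NPC value was within the Wilson interval in 3 of the 4 clones. Taken singly, 3 of these differences are within the counting error of the astrocyte library. In XX3 the NPC value of 18.5% lay just outside the interval (1.54 to 18.1%). Since all 4 differences have the same sign, they may exceed counting error jointly, which was not tested. For A2m, with 124 to 525 reads, the NPC value was outside the interval in all 3 clones. Eya1 had a ratio of 37.6% in XX1 (36.0 to 39.1%, 3856 reads), a clone in which chromosome 1 as a whole had a median ratio of 34.2%.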

Likewise, the allelic expression ratios of our RAExI genes appear stable (Fig. 3c). Overall, these analyses confirm and expand previous observations^10,11^ that allelic expression imbalance is established during differentiation of ESCs to NPCs and stably maintained once established.

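The allele used by each clone was followed from NPCs to astrocytes over all genes of the RME list. In 263 gene-clone pairs the paper's NPC ratio was under 15% or over 85%, the limits that the paper sets for monoallelic expression. The same allele was past the same limit in astrocytes in 230 of them, which is 87.5% (95% Wilson interval 82.9 to 90.9%, counting gene-clone pairs). The share was 93.2% in XX1, 75.6% in XX2, 92.3% in XX3, 93.0% in XY1 and 83.1% in XY2. Of the genes expressed from the 129 allele 102 of 121 kept it, and of those expressed from the Cast allele 128 of 142 did. No pair changed to monoallelic expression of the opposite allele (0 of 263), and 9 became biallelic, with a ratio between 35 and 65%. Of 217 pairs that were biallelic in NPCs, 167 were biallelic in astrocytes (77.0%) and 7 were monoallelic. Over the 44 pairings in which every NPC clone is set beside the astrocytes of another clone, the share that kept its allele was between 13.4% and 23.7% (median 17.3%). The choice of genes listed as RME partly sets these low shares as well. Over all pairings other than the true one, most of which hold at least 1 true match, it was at most 67.2%, and the true pairing gave the highest share of the 120 (exact permutation test, one-sided, p = 0.00833). Limits of 5% and 95% moved this share most, to 84.7%. From the similar ratios before and after differentiation, together with the comparison of ESCs and NPCs in Fig. 3a, which was not analysed here, the paper concludes that allelic imbalance arises as ESCs become NPCs and is then kept.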

### RAExI gives rise to stochastic diversity

We next explored whether the allelic choices established during differentiation of ESCs to NPCs are in any way coordinated for multiple independent genes. This might occur if a common mechanism were involved in establishing or maintaining allele-specific expression of different genes, in particular for genes belonging to the same family (such as the *Eya* gene family). In order to reveal any potential concomitance in the allelic choices of the different genes, we performed hierarchical clustering of the allelic expression ratios for our 13 selected genes in the 44 NPC clones for which we had pyrosequencing data for all genes (Fig. 4a). We found that each NPC clone has a unique combination of allelic expression ratios for different genes and that none of the genes were coordinated, indicating that genes make allelic decisions independently of each other.

**Fig. 4:**
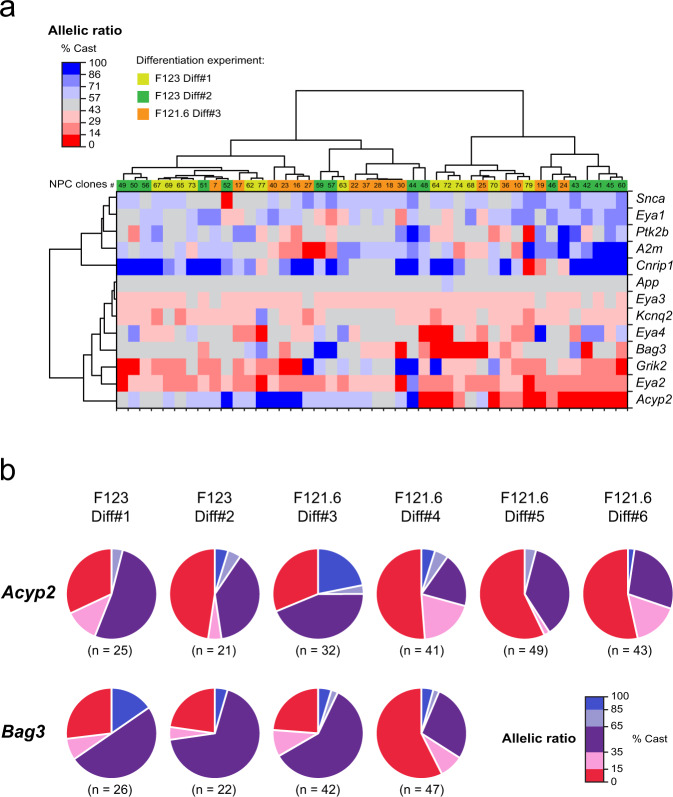
Allelic imbalance generates cellular diversity. **a** Hierarchical clustering heatmap of allelic expression ratios for 13 genes in 44 NPC clones. **b** Proportions of NPC clones in each category of allelic expression status for *Acyp2* and *Bag3* for six independent differentiation experiments. *n* is the number of clones analysed for each gene and each differentiation.

The NPC clones in this study were generated following six independent differentiation experiments of two ES cell lines. In order to assess whether the allelic choice for a given gene is deterministic, we compared the outcomes of all experiments. We observed that the allelic choices can be highly variable between differentiation experiments, notably for *A2m*, *Acyp2, Bag3*, *Cnrip1*, *Eya2* and *Eya4* (Fig. 4b and Supplementary Fig. 4). These observations indicate that the allelic choice is more consistent with a stochastic establishment during differentiation. The multiple combinations of allelic expression patterns that appear during differentiation therefore give rise to an unpredictable high level of cellular diversity.

### RME is associated with reduced gene expression dosage

We next explored the link between monoallelic expression and gene dosage by measuring the expression levels by RT-qPCR for the RME genes *Acyp2*, *Bag3* and the biallelic gene *Eya3* in all NPC clones. While the biallelic control *Eya3* shows similar expression levels in all clones, *Acyp2* and *Bag3* could be divided in two main groups, showing either high or low expression levels (Fig. 5a). Interestingly, we found that there are fewer monoallelically-expressing clones in those with low expression than in the group of clones showing high expression, indicating that monoallelic expression is not necessarily associated with low expression. Moreover, in clones with high expression levels, we found that the quantity of mRNA is reduced by half in monoallelic compared to biallelic clones. This impact on dosage is also observed at the protein level for *Bag3*, as we found a highly significant linear correlation between mRNA and protein levels (Fig. 5b and Supplementary Fig. 5). BAG3 is a multifunctional co-chaperone protein that regulates diverse biological processes such as apoptosis and autophagy. It is a dosage-sensitive gene as its overexpression has been shown to promote apoptosis^27^, while its downregulation attenuates it^28^. RME appears to be a way to down-regulate protein levels of some genes and thus could have consequences on cellular functions.

**Fig. 5:**
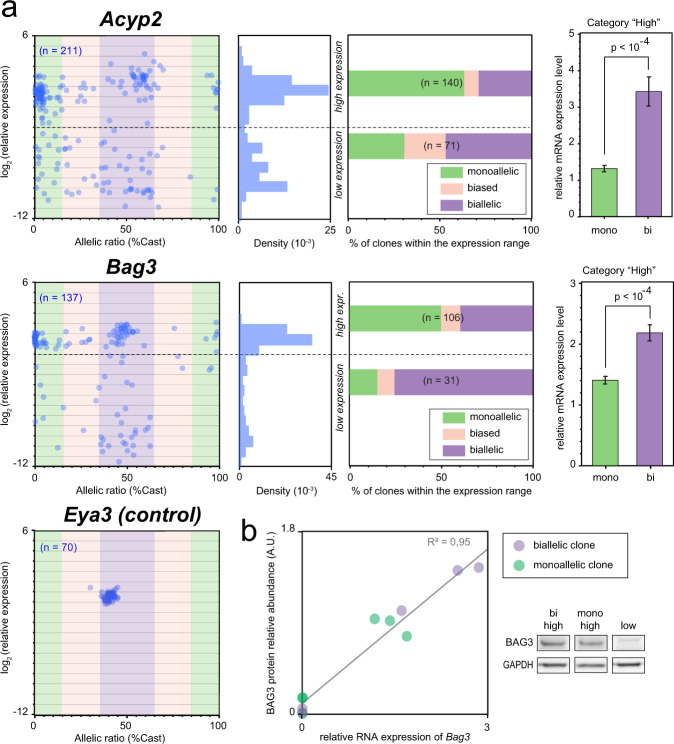
Random monoallelic expression is associated with reduced gene dosage. **a** Comparison of the allelic expression ratio and mRNA expression levels in NPC clones (measured by qPCR), for *Acyp2*, *Bag3* and *Eya3* (*n* is the number of clones analysed for each gene; left panels). The density histograms show the distribution of expression levels; the dashed lines indicate the threshold used to categorise high or low expressing clones (middle left panels). Proportion of clones in each allelic category for clones showing high or low expression levels (middle right); allelic categories: monoallelic [ratio < 15% or >85%], biased [ratio 15–35% or 65–85%], biallelic [ratio 35–65%]; *n* is the total number of clones. mRNA levels in monoallelic clones compared to biallelic clones (excluding the clones with low expression levels –right panels). Data were means ± SEM; two-tailed unpaired *t*-tests, *Acyp2* *t* = 6.5 df = 131, *Bag3* *t* = 5.6 df = 92. **b** BAG3 relative protein levels measured by western blot (normalised to GAPDH levels), compared to the relative RNA abundance measured by RT-qPCR, for a selection of 11 NPC clones. Linear regression *F*_(1,9)_ = 176, *p* < 10^−4^. A western blot image of the Bag3 full-length form is shown for three representative NPC clones. Full original blot images are provided in Supplementary Fig. 5.

### Cell-type specificity of RME

We next addressed the potential impact of RME in vivo for some of our candidate genes, at the adult stage. We established a protocol (see Methods), which allows the detection of nascent RNA in the adult brain, known for accumulating age-related autofluorescent molecules and lipofuscin-like pigments. In vivo analyses are generally limited by problems arising from cellular heterogeneity, transcriptional bursts and detection efficiency. We, therefore, applied a statistical test to evaluate whether or not we could rule out the possibility that the number of monoallelic cells observed by RNA-FISH would simply be a consequence of transcriptional bursts or a lack of detection (see Methods). To perform this analysis, both alleles must be genetically identical (inbred background), and the cells analysed must be homogeneous (i.e. same cell type, with the same kinetics of transcriptional bursts and the same probability to detect an expressed allele for a given gene).

In the brain, different cell types are usually intermingled, except in some specific regions, such as the hippocampus, where the somas of homogeneous cell types are tightly packed, making it an ideal model to investigate RME in vivo. Among the genes studied here, *App* and *Grik2* are specifically relevant to study in this region, as they are respectively associated with Alzheimer’s disease and epilepsy (Table 1), two pathologies that affect the hippocampus. We performed nascent RNA-FISH for *App* and *Grik2* on hippocampal sections of adult inbred (C57Bl/6 J) mice and determined the percentage of cells showing monoallelic expression in the pyramidal neurons of the CA1 and CA3 regions. We observed that *Grik2* is detected as monoallelic in 33% of cells on average in CA1, unlike in the neighbouring CA3 region where *Grik2* is biallelic, whereas *App* is biallelically expressed in both CA1 and CA3 neurons (Fig. 6). The percentage of CA1 neurons expressing *Grik2* monoallelically is similar for the three animals analysed, and the observed distribution is significantly different from what would be expected from a biallelic gene showing bursty expression or with incomplete detection (see Methods). This indicates the presence of stable monoallelic expression in vivo. These results parallel the situation in NPCs, where *App* is biallelic and *Grik2* shows RME (with 39% of the clones showing monoallelic expression) (Supplementary Table 3). Even though *App* was found to be monoallelic in lymphoblastoid cell lines^6^, it is not monoallelic in our study, indicating that this dosage-sensitive gene is not regulated in an allele-specific manner in hippocampal mouse neurons or NPCs. Monoallelic expression of *Grik2* appears to be cell-type specific in the hippocampus in vivo. Interestingly, these findings are consistent with the observation that *Grik2* tends to be more highly expressed in CA3^29^. Moreover, it has been shown that increased expression in CA1 pyramidal cells is deleterious as it can trigger seizures^30^. Thus, RME may contribute to the regulation of gene dosage both in vitro and potentially in vivo.

**Fig. 6:**
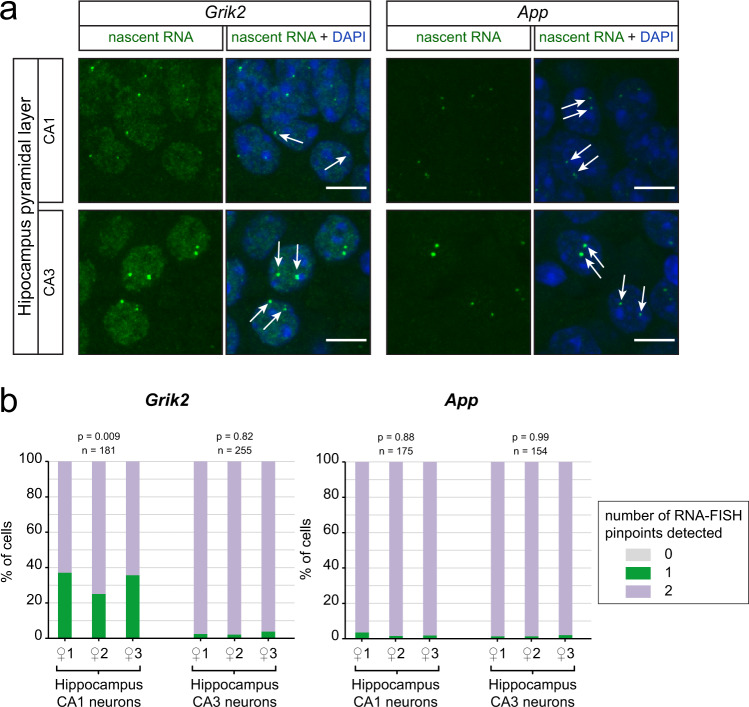
Monoallelic expression is cell-type specific in vivo. **a** Z-stack of confocal images showing representative cells with nascent RNA-FISH signals for *Grik2* and *App*, in hippocampal sections of adult inbred mice. Scale bar 10 µm. **b** Quantification of nascent RNA-FISH in pyramidal neurons of CA1 and CA3, in the three female inbred mice analysed. Chi-squared test (see Methods); *n* is the number of cells analysed for each gene and each region.

### Local regulation of RME

To explore how allele-specific expression could be regulated, we examined whether neighbouring genes to loci showing RME (*A2m*, *Acyp2*, *Bag3*, *Eya4*, *Grik2*, Fig. 2) also showed RME in the same clones, or some degree of RAExI. Common *trans*-acting factors could control several genes sharing *cis*-elements within a genomic region. 

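RNA-seq libraries of 7 NPC clones were analysed: Ch3, Ch5, Ch7 and Ch8, with 2 libraries each made after depletion of ribosomal RNA, and F5, mG2 and mG6, with 1 poly(A)-enriched library each. F5 is labelled female and the other clones male. The 9 previously published clones were not analysed here. Alleles were assigned and reads counted by the authors in the same way as for the astrocytes, and the 2 libraries of a Ch clone were summed, since the paper merged replicates. The ribosomal RNA-depleted libraries held between 4193927 and 5971768 allele-specific reads (median 5300723), which is 18.9% to 21.1% of their reads on genes, and the poly(A) libraries held between 21555315 and 32263331 (median 25972899), or 30.5% to 31.8%. The preparation therefore separates the clones by depth, and with 4 clones of one kind and 3 of the other, relations across clones could not be recomputed within a preparation. The 2 libraries of a Ch clone give the error of a ratio: over genes with at least 20 allele-specific reads in both, their difference had an SD of 7.02 to 8.69 percentage points, where sampling alone gives 5.90 to 6.20. A Fisher's exact test per gene with Benjamini-Hochberg adjustment found a difference between the 2 libraries in 232 of 42611 comparisons. Of the 170 that concern a set of named genes, 0 passed and 23 had an unadjusted p under 0.05. That set leaves out Rps16-ps2, a pseudogene reported among the additional observations. In Ch7 its 2 libraries differed, at 1.38% and 10.0% Cast (Fisher's exact test, adjusted p = 4.76e-08). The genes Acyp2, A2m, Bag3 and Grik2 were analysed with the 8 neighbours that the Source Data lists for each. For Eya4 the 4 nearest genes on each side with at least 20 allele-specific reads in at least 4 clones were taken: Hbs1l, Sgk1, Slc2a12 and Tbpl1 on one side and Rps12, Slc18b1, Stx7 and Ccn2 on the other. Gene positions are those of RefSeq on GRCm38, with distances between gene bodies of 122167 to 927632 bp for the neighbours of Acyp2 and of 802502 to 3930929 bp for those of Grik2. BC017158, a neighbour of Bag3, has no RefSeq position. The chromosomes of the 5 genes had median ratios between 48.5% and 51.4% in the 12 NPC and astrocyte clones, and the 20 Mb windows around them between 47.8% and 52.5%.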

We used allele-specific RNA-seq datasets from 16 NPC clones (nine previously published and seven additional clones from this study - Supplementary Table 4)^11,31^ and compared the distribution of allelic expression ratios for the *Acyp2*, *A2m*, *Bag3*, *Eya4* and *Grik2* genes, together with eight neighbouring genes located upstream and downstream (Fig. 7a and Supplementary Fig. 6a). 

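Over the 40 neighbouring genes and 7 NPC clones, 256 ratios had at least 20 allele-specific reads, and 222 of them were between 35 and 65% Cast, a share of 86.7% (95% Wilson interval 82.0 to 90.3%). The interval counts gene-clone values, and values of 1 gene or 1 clone are not independent, so it may be too narrow. Another 26 were biased, with a ratio of 15 to 35% or 65 to 85%, and 8 were monoallelic. The share of biallelic values was 82.2% around Acyp2, 87.5% around Bag3, 94.1% around Grik2 and 79.6% around Eya4, and around A2m 45 of 50 values were biallelic. It depended most on the read minimum and the limits, and was 92.0% with at least 50 allele-specific reads and 80.5% with 40 to 60% as the biallelic range. By contrast, 9 of the 27 ratios of Acyp2, Bag3, Grik2, A2m and Eya4 themselves were biallelic. In 26 of the 40 neighbours every clone with enough reads was biallelic. Apobec1, at chromosome 6, 122577792 to 122603024, ranged from 12.5% in F5 (95% Wilson interval 5.46 to 26.1%, 40 reads) to 79.6% in Ch5 (77.7 to 81.4%, 1797 reads), and 4 of its 7 values were outside the biallelic range. Its ratios separated by preparation, at 62.5% to 79.6% in the Ch clones against 12.5% to 50.1% in the poly(A) clones. Clones of the same preparation also differed beyond counting error. Ch8 was at 62.5% (58.5 to 66.3%, 592 reads), below Ch5, and mG6 was at 50.1% (45.2 to 55.1%, 385 reads), above F5. These differences do not come from the preparation, but the gap between the 2 groups of clones may. Slc18b1, at chromosome 10, 23796859 to 23827969, had 3.57% Cast reads in F5 (0.633 to 17.7%, 28 reads), 100% in mG6 (98.6 to 100%, 274 reads) and 54.7% to 64.3% in Ch5, Ch7 and Ch8. Tgfb1i1, a neighbour of Bag3, had 6.60% in F5 (4.71 to 9.17%, 485 reads) and 7.08% in mG2 (4.40 to 11.2%, 226 reads), and was biallelic in the other 5 clones. Inpp5f, on the other side of Bag3, was between 66.1% and 69.9% in 5 clones and at 47.7% and 48.7% in Ch3 and mG6. Eml6, a neighbour of Acyp2, was between 8.82% and 28.8% in 5 of its 7 clones (34 to 136 reads), and at 35.6% and 35.9% in Ch7 and mG2. Sgk1 (31.9% and 34.8%), Ccn2 (66.7% and 71.4%), Rimklb (71.3%), Tbpl1 (33.3%) and Bves (70.3%) were biased in 1 or 2 clones each. Values of Clhc1, Gpr75, Popdc3 and Slc2a12 outside the biallelic range rest on 20 to 37 reads. Those of Slc2a12, at 70.0% to 77.3%, are the values of the Ch clones, against 44.8% to 63.5% in the poly(A) clones. Across clones, the ratio of a neighbour could be correlated with that of its RME gene in 21 pairs with at least 6 clones, all around Acyp2, Bag3 and A2m. None had an adjusted p-value under 0.05 (exact permutation tests, two-sided, Benjamini-Hochberg over the 21 pairs), for Pearson's r (0 of 21; 1 at an unadjusted p under 0.05) or for Spearman's rho (0 of 21; 0 at an unadjusted p under 0.05). Around Acyp2, which was at 0% in 3 of 6 clones, the smallest exact permutation p that a pair can reach is 0.00833, or 0.175 after adjustment if no other pair is low, so the 0 carries little information there. By Pearson's r, the strongest correlation was that of Sptbn1 with Acyp2, at 0.936 (exact permutation p = 0.0917, adjusted 0.443, n = 6 clones). Its rho was 0.698 (exact permutation p = 0.167, adjusted 0.583). Next came Tial1 with Bag3, where r was -0.913 (exact permutation p = 0.0147, adjusted 0.308, n = 7 clones). This r was -0.169 without the 2 clones farthest from the median of Bag3, and rho was -0.679 (exact permutation p = 0.110, adjusted 0.575). Without the 2 farthest clones, Acyp2 is above 0% in Ch3 alone, so that check says nothing for Sptbn1. By rho, the strongest were Armc5 and Tgfb1i1 with Bag3, both at 0.714 (exact permutation p = 0.0881, adjusted 0.575, n = 7 clones). For Apobec1 and A2m, r was -0.746 (exact permutation p = 0.106, adjusted 0.443, n = 6 clones) and rho was -0.543 (exact permutation p = 0.297, adjusted 0.614), and r was 0.213 without the 2 clones farthest from the median. Eya4 itself had enough reads in 3 NPC clones, so its correlation with Slc18b1 could not be tested in NPCs. In the astrocytes of XX1, XX2, XX3, XY1 and XY2, Slc18b1 was at 99.6%, 0%, 98.1%, 54.8% and 0.140%. Eya4 was at 0.399%, 42.5%, 13.9%, 97.2% and 53.1% in the same order. No correlation was computed for these astrocyte values.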

We found that neighbouring genes generally show biallelic expression, with a few exceptions that display uncorrelated allelic imbalance (*Apobec1*, *Slc18b1*). This indicates that the RME is not regulated within a domain but is rather an intrinsic property of each gene, in agreement with previous observations^11,13^.

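The spread between clones was compared between each gene with RME and its neighbours. The SD of the allelic ratio across NPC clones was 30.6 percentage points for Acyp2 (n = 6 clones) against a median of 1.83 for its neighbours, 18.6 for Bag3 (n = 7) against 2.91, 42.8 for Grik2 (n = 5) against 3.45, 28.7 for A2m (n = 6) against 4.94 and 17.4 for Eya4 (n = 3) against 6.04. Acyp2, Grik2 and A2m had the largest SD of their regions. Bag3 and Eya4 had the second largest, after Tgfb1i1 (22.6 points) and Slc18b1 (34.5 points). The ranks of the 5 genes summed to 7, and a sum this low arose in few of the 36288 ways of choosing 1 gene per region (exact permutation test, one-sided, p = 0.000579). The 5 genes had been chosen in the paper for their RME, so this p-value describes how far they stand apart in these clones and is not a test independent of that choice. From the biallelic expression of most neighbours and the uncorrelated imbalance of the exceptions, the paper concludes that RME is not controlled over a domain and belongs to each gene.

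**Figure D2:**
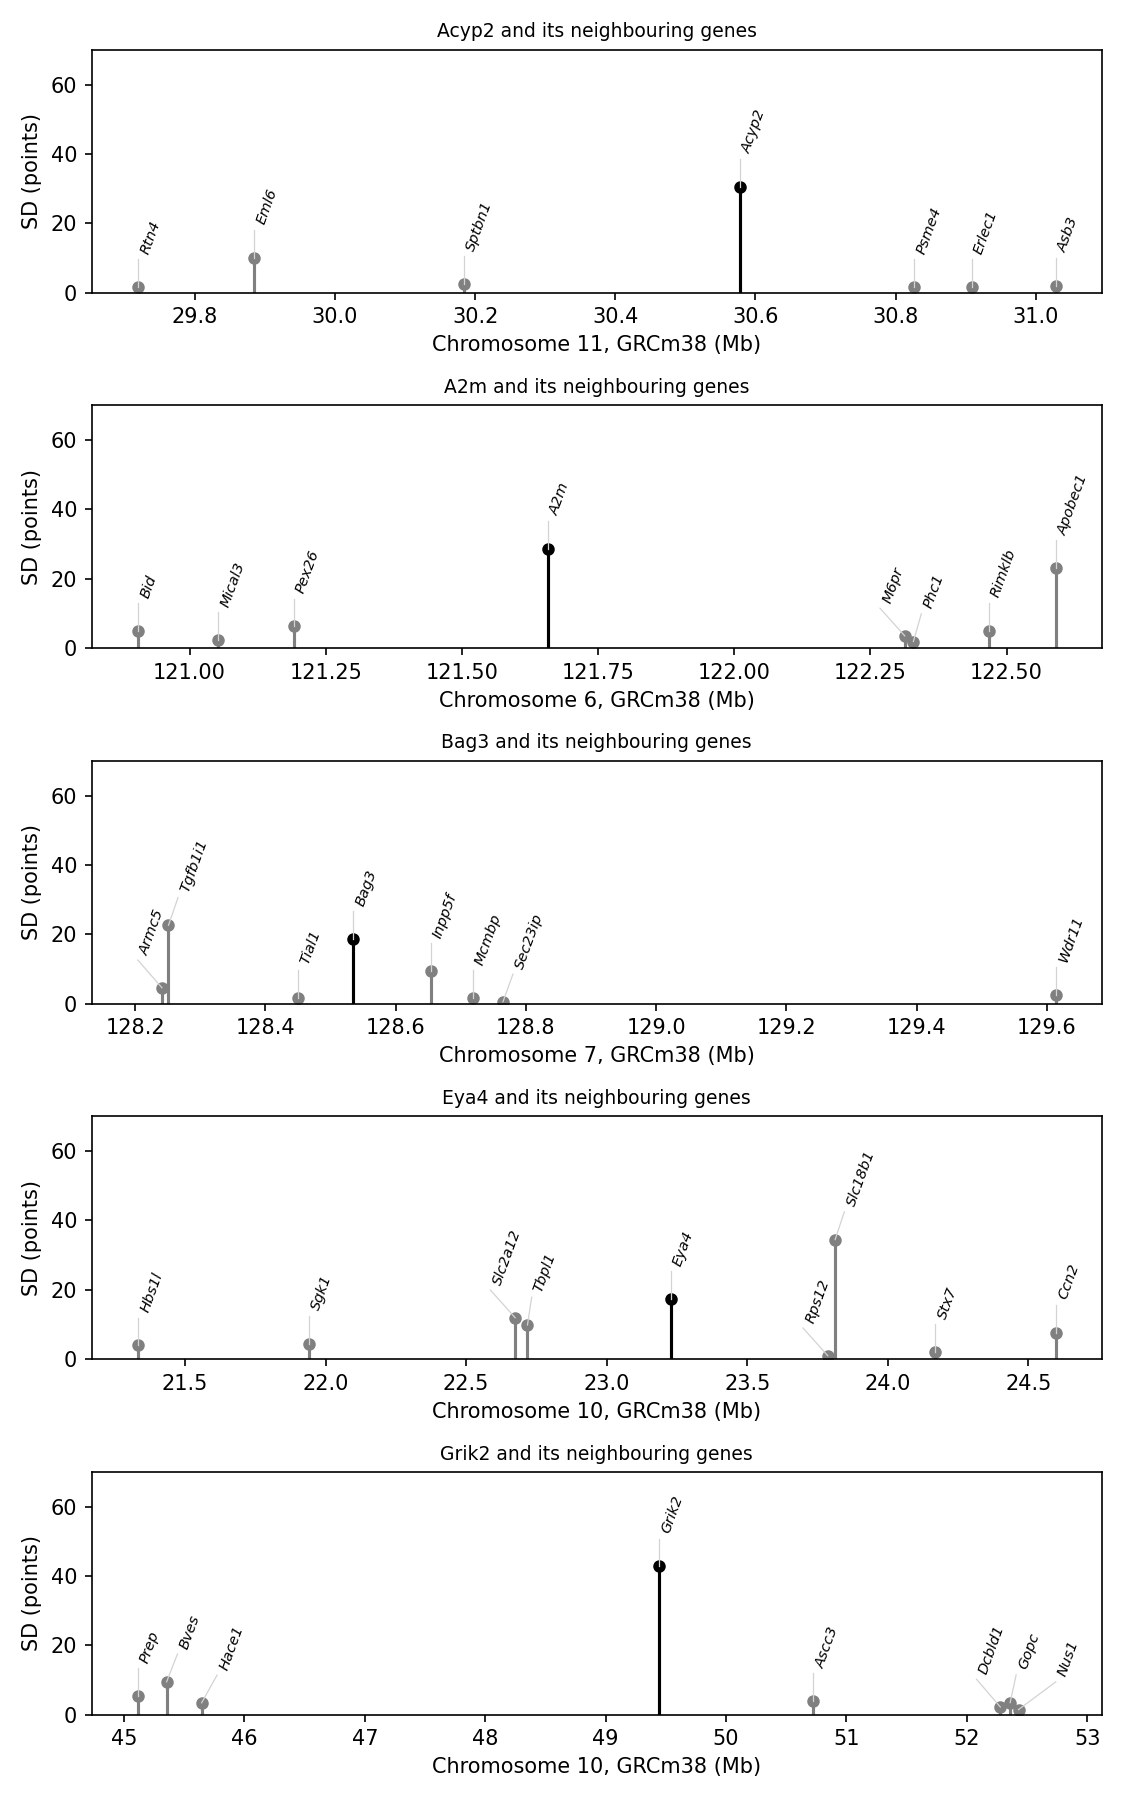
SD of the allelic ratio across NPC clones (vertical axis, percentage points of Cast reads) at the midpoint of each gene (horizontal axis, Mb on GRCm38), for the 5 genes with RME (black) and their neighbours (grey) with a ratio in at least 3 clones and a known position. Acyp2, Grik2 and A2m stand highest in their regions, at 30.6, 42.8 and 28.7 points, while Tgfb1i1 exceeds Bag3 and Slc18b1 exceeds Eya4.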

**Fig. 7:**
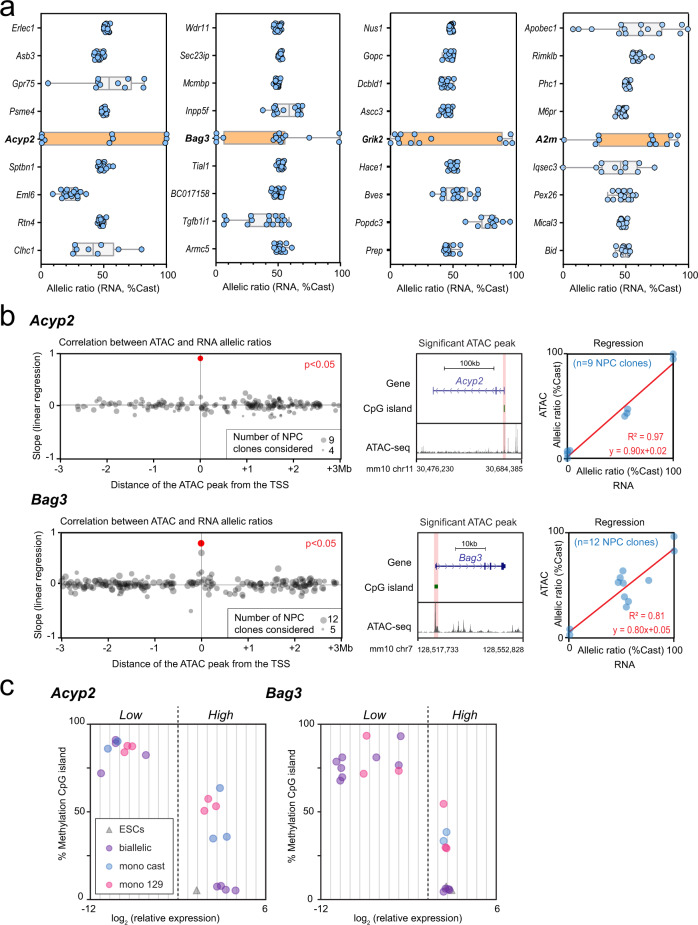
Allelic imbalance is regulated locally. **a** Comparison of the distribution of allelic expression ratios for *Acyp2*, *Bag3*, *Grik2* and *A2m*, with four upstream and four downstream neighbouring genes, measured by allele-specific RNA-seq in 16 NPC clones. Boxplot elements: centre line represents the median, box bounds represent the 25th and 75th percentiles, whiskers represent the minimum and maximum. The orange colour highlights the boxplot plot of the RME gene of interest. **b** Identification of the genomic region where allele-specific accessibility correlates best with expression, by linear regression between the ATAC-seq allelic accessibility ratio and RNA-seq allelic expression ratio, for ATAC-seq peaks (containing at least one SNP) within a region of ±3 megabases around the TSS. *P* value adjusted with Bonferroni correction, number of ATAC peaks: 177/207 *Acyp2*/*Bag3* (left panels). UCSC genome browser snapshot showing a representative ATAC-seq track along the gene, with highlighting of the ATAC-seq peak, located at the TSS, that correlates significantly with the RNA-seq (middle panels). Linear regression showing the correlation between the ATAC-seq allelic accessibility ratio and the RNA-seq allelic expression ratio at the TSS (right panels). ATAC-seq data and RNA-seq datasets are from 13 NPC clones. *Acyp2 F*_(1,7)_ = 227, *p* = 1.3 × 10^−6^; *Bag3* F_(1,9)_ = 42, *p* = 7.3 × 10^−5^. **c** DNA methylation levels over the CpG island located at the TSS of *Acyp2* and *Bag3*, measured by Sequenom bisulfite analysis in 21 representative NPC clones and the two ES cell lines, characterised by high or low expression levels and mono- or biallelic expression.

We then aimed at identifying the regulatory regions controlling allelic imbalance expression of the genes validated as RME (*A2m*, *Acyp2*, *Bag3*, *Eya4* and *Grik2*). We used allele-specific ATAC-seq datasets available for 13 NPC clones (assay for transposase-accessible chromatin)^13^, and RNA-seq for the same clones (seven previously published and six newly sequenced—Supplementary Table 4). In a previous study^13^, in seven NPC clones for which both RNA-seq and ATAC-seq data were available, RME genes were found to be associated with random monoallelically accessible elements located mostly at promoters. However, this study was carried out in a genome-wide manner without investigating our individual RME genes of interest.

We analysed all peaks of accessible chromatin with allele-specific information within a 6 Mb region surrounding each gene (see Methods). For each peak, we determined whether the allele-specific chromatin accessibility correlated with allele-specific expression, by linear regression (Fig. 7b -left panels and Supplementary Fig. 6b, c -left panels). Even though not all peaks had allelic information, we found a genomic region that shows a significant correlation with allelic expression for *A2m*, *Acyp2 Bag3* and *Grik2*, located in each case at the transcription start site (TSS) (Fig. 7b and Supplementary Fig. 6c, middle and right panels). This is indicative of local regulation of RME, in line with the observation that random monoallelically accessible elements are enriched at promoters^31^.

### Epigenetic maintenance of RME

*Acyp2* and *Bag3* showed the highest correlation at the TSS between chromatin accessibility and expression (Fig. 7b). The allele-specific accessible region at the TSS overlaps with a well-defined CpG island (CGI). We, therefore, measured DNA methylation levels in 20 representative NPC clones and in ESCs using Sequenom analysis of bisulfite-treated DNA. We found that CGI are hypermethylated in clones where the gene is silenced or lowly expressed, hypomethylated in biallelically-expressing clones and in ESCs, and show an intermediate level of methylation in clones with monoallelic expression (Fig. 7c). This suggests that the alleles that are lowly expressed become methylated during differentiation and that DNA methylation correlates with expression levels, rather than directly with the allelic expression status.

To further investigate the role of DNA methylation, as well as other epigenetic mechanisms in the maintenance of RME patterns in NPCs, we designed a screen using a library composed of 181 drugs targeting epigenetic modifications or pathways (Supplementary Table 5). We applied the screen to *Bag3* as a proof of principle, as it is a particularly interesting target for allele-specific regulation, due to its multiple functions, its dosage sensitivity and its implications in disease. First, we measured the impact of these molecules on *Bag3* allelic expression in two selected female NPC clones (#31 and #84, expressing *Bag3* from the 129 allele or the Cast allele, respectively), after two days of treatment at a standard concentration of 10 µM (see Methods). We identified several epidrugs that induce an increase in the ratio of expression of the silent allele in both clones (Fig. 8a). A secondary test was conducted using the 11 hits that showed the strongest shift on both NPC clones, on a higher number of cells from NPC clone #84 (Fig. 8b). This analysis confirmed that treatment with the DNA methyltransferase inhibitor Decitabine, as well as two histone deacetylase (HDAC) inhibitors (Dacinostat and CUDC-101) significantly increase the *Bag3* ratio of expression of the silent allele. These drugs inhibit transcriptional repression mechanisms. In order to refine the concentration, we performed a dose-response of Decitabine and Dacinostat, with fresh compounds. The two drugs showed a dose-dependent effect, and reached a maximal effect at 10 µM (Fig. 8c), with an EC50 of 1.6 and 0.9 µM, for Decitabine and Dacinostat respectively. Finally, we confirmed their effect on both clones, with a 10 µM treatment reduced to 24 h (Fig. 8d). These analyses show that the silent allele of *Bag3* can be reactivated, and thus it importantly shows that RME is epigenetic, rather than caused by genetic aberrations or gene rearrangements. The maintenance of monoallelic expression of *Bag3* in NPCs relies on a combination of epigenetic modifications, including DNA methylation and histone deacetylation, which are actively involved in the inheritance of the transcriptional state. The inhibition of such pathways can be used to reexpress the silent allele, offering perspectives for therapeutic strategies for RME genes associated with autosomal dominant disorders.

**Fig. 8:**
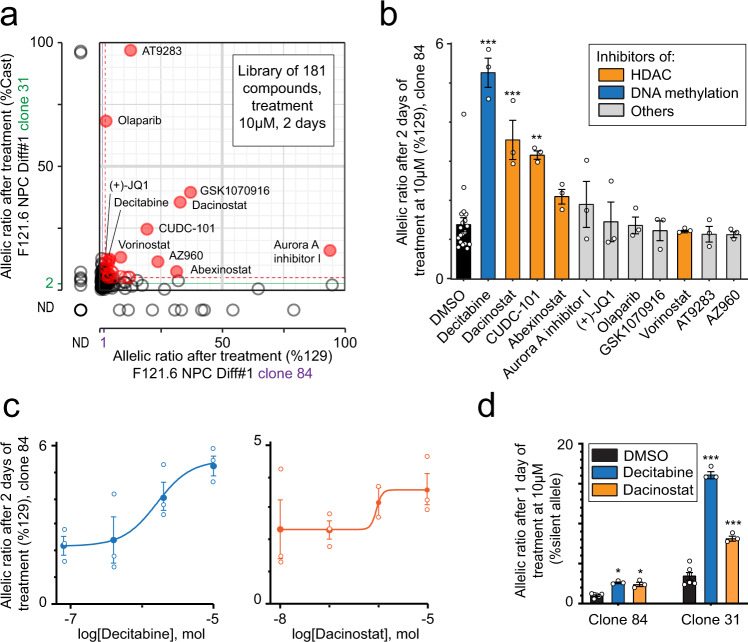
Epigenetic maintenance of the monoallelic expression of Bag3. **a** Effect of treatment with an epidrug library (2 days at 10 µM) on the allelic expression ratio of two NPC clones (#31 and #84), measured by pyrosequencing following RT-PCR. Purple and green lines represent the mean of the 11 controls, dashed red lines are mean + 3 x Stdev, red circles are compounds with an effect > mean + 3 x StDev for both clones. ND no data **b** Validation of three compounds among the 11 best hits from (**a**) on NPC clone #84 (2 days of treatment at 10 µM). DMSO is used as the vehicle. Data were means ± SEM (*n* = 3 replicates per condition). One‐way ANOVA: treatment effect, *F*_(11,40)_ = 12, *p* < 10^−4^. Dunnett’s post hoc test: *p < 0.05, ***p < 10^−4^ (DMSO versus treatment). **c** Dose-response curve for Decitabine and Dacinostat for NPC clone #84, after 2 days of treatment. Data were means ± SEM (*n* = 3 replicates per condition). **d** Confirmation of the effect of Decitabine and Dacinostat on NPC clones #31 and #84, after 1 day of treatment at 10 µM. DMSO is used as the vehicle. Data were means ± SEM (*n* = 3 replicates per condition). Two‐way ANOVA: treatment effect, *F*_(2, 18)_ = 200, *p* < 10^−4^; clone effect *F*_(1,18)_ = 548, *p* < 10^−4^; interaction, *F*_(2,18)_ = 120, *p* < 10^−4^. Bonferroni post hoc test: *p < 0.05, ***p < 10^−4^ (DMSO versus treatment).

## Discussion

The main goal of our study was to explore whether and how some autosomal genes are prone to persistent and stable monoallelic expression, by focusing on a subset of genes of interest. The analysis of a very high number (>200) of NPC clones revealed that genes previously identified as RME actually display one or several modalities of allelic expression, with different degrees of allelic imbalance. These observations unexpectedly uncovered the existence of RAExI. In light of our findings, RME appears to be a specific case of RAExI.

In this study, we used NPCs to assess RAExI and we showed in vivo that this phenomenon can be cell-type specific. It will be important to expand the study of RAExI to different cell types and other genes to assess its extent, as this may be a broader phenomenon than anticipated. The examples of *Eya3* and *App* demonstrate that some genes can be strictly biallelic. However, *App* was found to be RME in a different cell type^6^, reinforcing the idea that RAExI is cell-type specific. Biallelic genes in one cell type could show RAExI in another. Reciprocally, genes showing RAExI in NPCs could be biallelically expressed in a different context. Therefore, it appears particularly relevant in future studies to assess whether genes associated with autosomal dominant disorders have a RAExI pattern in specific tissues, because it could play a role in the aetiology of the disease in a noncanonical manner.

RAExI can be a means to regulate the differential allelic abundance of transcripts, which contributes to the control of gene expression levels in addition to other effects, such as genetic variation. Indeed, genetic polymorphisms at specific loci partly explain variations of gene expression levels (expression quantitative trait loci, eQTLs)^32^. Parent-specific single nucleotide polymorphisms (SNPs) within *cis*-eQTLs can account for the differential allelic abundance of transcripts, causing a permanent imbalance in expression^33^. RAExI then allows variability of the allelic imbalance, in a given genetic context. In this study, we have used a 129/Sv x Cast hybrid background in vitro, and thus the observed precise modalities reflect the effect of RAExI in this genetic background.

The investigation of RME and RAExI brings technical challenges, as their observation can be confounded with poor detection, genetic aberrations or transcriptional bursting^14,17^. In this study, we managed to overcome these limitations. First, we measured the allelic expression ratio in more than 10^6^ cells per clonal cell line, thus averaging out the effect of transcriptional bursts. Moreover, we analysed more than 200 independent NPC clones, which gave us high statistical power and shows that monoallelic expression is not scarce for the genes analysed (it can be present at frequencies >40%). We computed the distribution of the allelic expression ratios, establishing that our observations are not due to technical or biological noise. Furthermore, we ruled out the contribution of genetic aberrations, not only because of the high frequencies of monoallelic expression, but also by showing that the silent allele can be reexpressed for the RME gene *Bag3* using epidrugs. Taken together, our data display robust evidence of RAExI in vitro.

In vivo analyses are more limited, given the challenge of identifying clonal populations (i.e. cells that originate from the clonal propagation of one cell, after the allelic choice has been established in that cell for the genes of interest). Although there have been some efforts in this direction^6^, in vivo analyses are generally performed on single cells and thus, without clonal information. Therefore, these analyses are intrinsically limited by the bursty nature of transcription, which generates transient monoallelic expression or allelic imbalance^31,32^ that can be confounded with stable RME. Previous studies have observed monoallelic expression in vivo by nascent RNA-FISH^11,19^, but have not excluded the possible contribution of transcriptional bursts. In this study, we developed an RNA-FISH protocol for the adult brain, with autofluorescence removal and optimised sensitivity. The implementation of a statistical approach that takes into account the probability of detection, applied to a homogenous cell type in an inbred background, allowed us to show that transcriptional bursts are not responsible for the observed monoallelism of the RME gene *Grik2*, and indicates that stable RME can occur in vivo. This has potentially large consequences in physiology and disease^5^. The presence of RME in vivo could notably generate some functionally nullisomic cells in a heterozygous context with a loss-of-function mutation. This, for example, is the case of the *Cubulin* gene, which shows mosaicism in the kidney^34^, but it could potentially concern many other genes.

In this study, we also investigated the physiological consequences of allelic expression modalities. We show that these expression patterns generate a wide diversity of gene expression, as all the clones have a unique combination of allelic expression ratios. This diversity could confer adaptability to the organism to environmental perturbations (during development and through life), as some cells could have an advantageous combination of allelic modalities^5^. In addition, we show that monoallelic expression impacts gene dosage, not only at the mRNA level, but also the protein level. The regulation of gene dosage during development could have important implications in cell fate decisions and differentiation, notably, if a dosage-sensitive transcription factor would play a role in differentiation. For example, it has been shown that the stochastic allelic expression changes of the gene *Bcl11b*, which encodes a factor controlling T-cell commitment, influence T-cell fate timing and development^35^. RME or RAExI could also be a mechanism to fine-tune the levels of expression of specific genes in a particular cell type, such as *Grik2* which shows monoallelism in the CA1 pyramidal neurons, where it is known to be expressed at lower levels^29^. Taken together, we show that RME or RAExI could have some advantageous physiological consequences for an organism.

Despite their potentially major consequences in physiology and pathology, the mechanisms underlying RME are largely unexplored. We show that genes previously categorised as RME do not represent a single homogeneous class of genes, but rather display a wide range of possible allelic states, with some of them showing RAExI rather than RME. The mechanisms of establishment and maintenance of the allelic states are thus most likely gene-specific. However, the different genes analysed share common features. First, all genes show biallelic expression in more than half of the NPC clones, indicating that there is no primary feedback selection mechanism to ensure strict monoallelism, thus the expression of both alleles appears to be independent (in contrast to immunoglobulins or olfactory receptors^36^). The monoallelic expression might arise through stochastic silencing or activation of one allele and subsequent clonal propagation. The high frequencies of monoallelism (>40%) nevertheless indicate that the establishment of RME is not a fortuitous and rare event. Furthermore, all genes investigated have different allelic expression states, which are consistent across different cell lines and differentiation experiments. Thus, expression states appear to be predetermined and gene-specific. This contrasts with the proportions of cells in each state, which vary from one differentiation experiment to another. This variation could be a secondary effect, as some cells might acquire a growth advantage depending on the combination of their allelic choices. Thus, the establishment of the allelic states, by its nature, is stochastic, and has an unpredictable outcome, among the numerous predetermined possibilities.

Our study addresses more specifically the mechanisms of maintenance of RME. In line with previous observations^13^, we find that the regulation of RME takes place locally at the TSS. Several studies have associated RME with the presence of H3K4me3 and H3K9me3 marks respectively on the active and inactive alleles^10,13,37,38^, not only at the TSS but also on the gene body. Here, we show for the RME genes *Acyp2* and *Bag3*, that the differentially accessible region at the TSS coincides with a CpG island, which is initially unmethylated in ESCs and is methylated only when the allele is silenced or lowly expressed after differentiation to NPCs. Furthermore, we demonstrate the causality between DNA methylation and the maintenance of monoallelic expression of *Bag3*, as inhibition of DNA methyltransferases by Decitabine contributes to the derepression of the silent allele. Our epidrug screen also uncovers the role of histone deacetylation in the maintenance of silencing. Hence, using the *Bag3* gene as a proof of principle, we showed that epigenetic modifications contribute to the maintenance of RME. As allelic expression modalities are gene-specific, RME and RAExI genes are likely to depend on specific mechanisms and combinations of epigenetic modifications. The present work should provide a useful set of tools for the future study of other RME and RAExI genes.

We previously found that genes classified as RME are often associated with autosomal dominant disorders in humans and haploinsufficiency in mice^11^. As we observed that the proportions of cells in each allelic state are highly variable for each differentiation experiment, this could contribute to the incomplete penetrance of the disease associated with these genes between individuals. *Bag3*, for example, is associated with autosomal dominant dilated cardiomyopathy with partial penetrance and has been described as haploinsufficient^39,40^. We showed that *Bag3* monoallelic expression is maintained by a combination of epigenetic modifications found mostly at the promoter region of the gene. In the case of a loss-of-function heterozygous mutation on a gene expressed in a random monoallelic manner, reactivating the wild-type allele using epidrugs or epigenome editing tools could offer a therapeutic strategy for some autosomal dominant disorders. Alternatively, the mechanisms of monoallelic expression could be used to selectively silence a dominant-negative allele.

In conclusion, we have uncovered unexpected, various and complex modalities of allelic expression, which go beyond the concept of RME. These modalities of expression may have broad implications in physiology and disease, and represent potential therapeutic perspectives. However, given that each gene appears to show a specific set of expression modalities, it implies that genes should be considered individually rather than by class. We hope that the present work will raise awareness about the concept of epigenetically regulated allele-specific expression, and that it will be considered and investigated in the study of specific genes, for their role both in physiology and pathology, and despite technical challenges.

## Methods

### Cell culture

The female F1-21.6 and male F1-23 mouse ESC lines were a kind gift from Prof. Joost Gribnau. Their genetic background is a hybrid between Mus musculus (129/Sv) and Mus musculus castaneus (Cast/EiJ). ESCs were grown on mitomycin C-inactivated MEFs in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with foetal bovine serum 15%, β-mercaptoethanol 0.1 mM and leukaemia inhibitory factor 1000 U/mL, at 37 °C with 8% CO_2_.

ESCs were differentiated into NPCs as previously described^11,21^. Briefly, for each experiment, 1 × 10^6^ ESCs were plated in a petri dish coated with 0.1% gelatin, in N2B27 medium. After 7 days, cells were dissociated and 3 × 10^6^ cells were plated in a bacterial petri dish in N2B27 medium supplemented with EGF 10 ng/mL (Peprotech) and FGF2 10 ng/mL (R&D systems), for 3 days. Neurospheres were then transferred in a gelatin-coated petri dish, in the same medium, for them to attach and the NPCs to expand. NPC clones were generated following manual colony picking after limited dilution of the NPC population. Clones were individually expanded and then harvested for RNA, DNA or protein extraction. NPC clones were differentiated in astrocytes after transfer in N2B27 medium supplemented with 1 ng/mL of FGF2 and 10 ng/mL of BMP4 (Systems) for 48 h, as previously described^11^.

### RNA extraction, reverse transcription, qPCR and pyrosequencing

Total RNAs were extracted from NPC cell pellets using the Qiagen RNeasy plus mini kit and treated with DNase1 using the RNase-free DNase set (Qiagen), following the manufacturer’s instructions. Total RNAs (1 µg) were reverse-transcribed into cDNAs using random primers and SuperScript III reverse transcriptase (Invitrogen) for 1 h at 50 °C. Quantitative PCR (qPCR) was performed using Power SybrGreen PCR master mix on a ViiA 7 real-time PCR system (Applied Biosystems). The expression of genes was normalised to three housekeeping genes (*Gapdh*, *B2m*, *Rrrm2*). Clones were classified into ‘low expression’ and ‘high expression’ using an arbitrary threshold (indicated in Fig. 5). For pyrosequencing, PCR and sequencing primers were designed using the PyroMark Assay Design software (Qiagen). All successfully amplified PCR products were analysed on a PyroMark Q24 (Qiagen). All primer sequences can be found in Supplementary Tables 6 and 7.

### Definition and classification of allelic ratios

The allelic expression (for RNA-seq) or accessibility (for ATAC-seq) ratio was defined as the percentage of reads from the Castaneus allele. For sequencing data: (number of reads on the Cast allele)/(number of reads on the Cast allele + number of reads on the 129 allele). For pyrosequencing data: (abundance of sequences from the Cast allele)/(abundance of sequences from the Cast allele +  abundance of sequences from the 129 allele). The ratios range from 0% to 100%, corresponding respectively to exclusive monoallelic expression/accessibility from the maternal (129/Sv) allele or the paternal (Cast) allele for a given gene. The allelic categories (for Fig. 5a) are defined as follows: monoallelic [ratio < 15% or >85%], biased [ratio 15–35% or 65–85%] and biallelic [35–65%].

### Analysis of allelic expression ratio distributions

The Gaussian mixture models were computed using the mclust package (version 5.4.7)^41^ of R, fitted via the EM algorithm. The optimal number of components was selected as the one maximising the BIC (Supplementary Fig. 2). To ascertain that the sample size was sufficient to identify population mixtures with distinct allelic ratios, we further conducted likelihood-ratio tests (LRT) using a bootstrap approach (with 1000 replications) to evaluate the null distribution and compute *p* values^42^ (Supplementary Table 2), using the mclustBootstrapLRT function of the mclust package. We further used a bootstrap approach (1000 replications again) to calculate 95% confidence intervals for the parameters of the mixture model (Supplementary Table 3) using the MclustBootstrap function^43^.

### Heatmap

The heatmap was performed using XLSTAT (Addinsoft).

### ATAC-seq and RNA-seq

All ATAC-seq datasets (from 13 NPC clones) used for this study were from Xu et al., 2017. Coordinates were lifted over from mm9 to mm10 using UCSC LiftOver. RNA-seq datasets from nine NPC clones used in this study were obtained from previously published work^11,31^. For the additional seven NPC clones and five astrocytes samples, total RNA (1 µg) were prepared and used for polyA enrichment or ribosomal RNA depletion (RiboMinus Eukaryote System V2, Ambion), library preparation (TruSeq Stranded RNA-seq Library Prep, Illumina) and 75 or 100 bp paired-end sequencing using a HiSeq2500. All biological replicates were merged. Strain-specific variants (CAST/EiJ and 129S1/SvImJ) were downloaded from the Sanger Mouse Genomes Project (ftp://ftp-mouse.sanger.ac.uk/REL-1505-SNPs_Indels/mgp.v5.merged.snps_all.dbSNP142.vcf.gz). Strain-specific SNPs were used to generate a reference FASTA file N-masked at high-quality homozygous SNPs differing between the two parental strains with SNPsplit (0.3.2). Reads were aligned to the N-masked genome using Tophat (2.1.0)/Bowtie2 (2-2.2.5) with the following parameters: --reorder -p 8 -D 70 -R 3 -N 0 -L 20 -i S,1,0.50. Reads spanning the N-masked sites were assigned to the maternal or paternal allele using SNPsplit (0.3.2). If both reads are assigned to the same parental allele or one read is assigned to one parental allele and the other is unassigned, they are classified as allele-specific. Reads without SNP information, with conflicting allele assignment, or unexpected alleles at polymorphic sites are flagged as unassigned. Read counts were assigned using allele-specific and total BAM files with FeatureCounts (1.5.1) with the following parameters: -C -p -s 2.

Raw (FASTQ files) and processed data were deposited in GEO under accession number GSE148348. Details about all clones, names and references can be found in Supplementary Table 4.

### Analysis of the RNA-seq in NPCs and astrocytes

Allelic expression ratios (Cast/total allele-specific reads) were calculated for each gene, in each NPC clone and the corresponding astrocyte population. Values with less than 20 allele-specific reads were excluded. Among the 394 genes previously categorised as RME^11^, 195 could be assessed in at least one NPC-astrocyte pair.

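Of the genes listed as RME, 307 are given with their ratios in the Source Data of Fig. 3b, and 299 of these symbols matched exactly 1 gene identifier in the count tables. The 8 symbols without a match were left out. With at least 20 allele-specific reads in astrocytes and a ratio in the paper's NPC data, 187 genes could be compared in at least 1 clone, in 603 gene-clone pairs. The median number of allele-specific reads per gene in astrocytes was 392.5 in XX1, 220.0 in XX2, 265.5 in XX3, 290.0 in XY1 and 362.0 in XY2.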

### Analysis of the association between ATAC-seq and RNA-seq allelic ratios

For each gene of interest, allelic accessibility and allelic expression ratios (Cast/total allele-specific reads) were calculated for each ATAC-seq and RNA-seq peak within ±3 Mb of the TSS of the gene considered. Peaks with less than ten allele-specific reads were excluded from the analysis. Only peaks with more than three values and at least two clones with an expression bias (<33% or >66%) were included in the regression. For each gene, linear regression was performed between the RNA-seq allelic expression ratio and the allelic accessibility ratio for each ATAC-seq peak.

### DNA methylation analysis

Genomic DNA was extracted from NPC cell pellets using the DNeasy Blood and Tissue Kit (Qiagen) and bisulfite-converted using Epitect Bisulfite Kit (Qiagen). Bisulfite-treated DNA was amplified using primers for the CpG islands found at the promoters of the genes *Acyp2* and *Bag3*. PCR products were analyzed by MALDI-TOF mass spectrometry after in vitro transcription and specific cleavage by Sequenom (Epityper analysis)^11^. Primer sequences can be found in Supplementary Table 8.

### Western blot analysis

NPC cell pellets were resuspended in 100 µL RIPA buffer (Tris-HCl 50 mM pH 8.0–8.5, NaCl 150 mM, Triton X-100 1%, Sodium deoxycholate 0.5%, SDS 0.1%) with protease inhibitor (Roche), and sonicated using a Bioruptor (Diagenode, medium power, 3 × 15 sec). Protein concentration was measured using the Bradford assay (Bio-Rad), and adjusted to 1 µg/µL. LDS sample buffer (Invitrogen) and DTT (250 mM) were added, then samples were heated at 95 °C for 5 min. About 10 µL of each sample were loaded on a NuPAGE 12% Bis-Tris gel, with a protein ladder (PageRuler 26616, Thermo Scientific), and electrophoresis was performed on an Invitrogen system, with a MOPS SDS buffer (NuPAGE, Invitrogen). The transfer to a nitrocellulose membrane was performed using a Bio-Rad system, in Tris 25 mM, Glycine 192 mM, methanol 20%, for 1 h at 100 V. The membrane was blocked for 1 h in TBS-T 0.1%, BSA 5%. Primary antibodies against BAG3 (rabbit polyclonal, 10599-1-AP, Proteintech) and GAPDH (mouse monoclonal, ab9484, Abcam) were incubated overnight at 1/1000e. Secondary antibodies anti-mouse conjugated with Alexa Fluor 546 (Invitrogen, A-11030) and anti-rabbit conjugated with Alexa Fluor 488 (Invitrogen, A-11034) at 1/5000e were incubated for 1 h at room temperature. The membrane was then washed and imaged with a ChemiDoc MP Imaging System (Bio-Rad). The level of full-length BAG3 was normalised to the level of GAPDH for each clone analysed.

### Epidrug screen

We used an ‘epigenetics compound library’ from Selleckchem, containing 181 compounds (Supplementary Table 5), dissolved in DMSO or water (172 and 9 compounds, respectively). NPCs were plated at a density of 7.5 × 10^4^ cells/cm^2^ in 96-well plates coated with gelatin 0.1%. Six hours later, compounds were added to each well at a final concentration of 10 µM and 0.5% of solvent (DMSO or water). Cells were collected 48 h later for lysis, and reverse transcription was performed using the Cells-to-Ct kit (Applied Biosystems) directly in 96-well plates. The allelic expression ratio of *Bag3* was then measured using pyrosequencing after PCR. The 11 best hits were then tested following the same protocol, in 24-well plates. The dose-response curves were performed in 6-well plates, with various concentrations of Dacinostat and Decitabine and a constant concentration of DMSO (0.5%). The final validation was performed in a six-well plate format, using new batches of Dacinostat and Decitabine (Selleck Chemicals), dissolved in DMSO; cells were treated for 24 h with 10 µM of drugs, in 0.5% DMSO. For assays in 24-well and six-well plates, cells were harvested and RNAs extracted using the Qiagen RNeasy plus mini kit, as described earlier.

### Mice

The experiments were conducted with 15‐week-old female C57Bl/6 J mice (Charles River, France). The animals were housed in groups, in a 12‐h light–dark cycle, in stable conditions of temperature, with food and water ad libitum. Experiments were in accordance with the European Community Council Directive 2010/63/EU and approved by the ethics committee of the Institut Curie CEEA-IC#118 and authorised by the Ministère de l’Education Nationale, de l’Enseignement Supérieur et de la Recherche (APAFIS#8812-2017020611033784 v2).

### RNA-FISH

RNA-FISH probes were prepared by Nick Translation (Abbott) following the manufacturer’s instructions and with a 4 h enzymatic incubation, using Atto-488 conjugated dUTP (Jena Bioscience), and the BAC clones RP23-399D1 and RP24-310A20 (Chori BACPAC Resources Center) for the *App* and the *Grik2* genes, respectively.

Mice were quickly and deeply anaesthetised with pentobarbital (500 mg/kg, i.p.) and transcardially perfused with 40 g/L formaldehyde in phosphate-buffered saline (PBS) for 5 min. Brains were dissected and kept at 4 °C for 12 h in a PBS solution containing 15% sucrose and 2 mM VRC (vanadium ribonucleoside complex) before being flash frozen in isopentane (1 min at −30 °C) and stored at −80 °C. Serial coronal sections (30 µm thick) were made using a cryostat (Leica), mounted onto Superfrost Plus slides, and stored at −80 °C.

Sections were fixed for 5 min in 30 g/L formaldehyde in PBS, and washed with PBS, 2 mM VRC, at 4 °C. They were permeabilized in 0.5% Triton X-100, PBS 1X, 2 mM VRC for 5 min before being washed with 70% ethanol. To remove autofluorescence, sections were incubated in 0.1% (w/v) Sudan Black B, 70% ethanol, for 10 min at RT, then quickly rinsed in 70% ethanol. Sections were equilibrated in 50% (v/v) formamide, 1X SSC (150 mM NaCl, 15 mM sodium citrate), 2.6 mM HCl, pH 7.3, 2 mM VRC, for 30 min at 4 °C.

About 40 ng of labelled DNA probe was precipitated together with 3 µg Cot-1 DNA and 10 µg salmon sperm DNA, before being resuspended in 8 µL formamide, denatured at 75 °C, then incubated at 37 °C for 30 min for Cot-1 competition. The labeled DNA probe was then hybridised in the presence of Cot-1 and salmon sperm DNA, for 16–24 h at 37 °C in 16 µL of the following solution: 50% (v/v) formamide, 1X SSC, 10 mM VRC, 10% (w/v) dextran sulfate, 0.2% (w/v) BSA. After hybridisation, slides were washed two times in 50% formamide/ 2X SSC at 42 °C for 30 min, then washed and counterstained with 10 nM TO-PRO-3 in 2X SSC at 42 °C for 2 × 30 min. The slides were mounted in Vectashield (Vector Laboratories, USA).

### Microscopy

A laser scanning spinning disk confocal microscope (Roper/Nikon) with a 40× objective was used for image acquisition, which was carried out at the Cell and Tissue Imaging Platform (PICT-IBiSA) at Institut Curie.

### Statistical analysis for RNA-FISH

We tested whether the monoallelism measured by RNA-FISH could be explained by transcriptional bursts and/or by the sensitivity of detection. We considered the probability (*P*_detect_) of detecting the nascent RNA for an active allele to be given by:

*P*_detect_ = *P*_ON_ × *P*_sense_, where *P*_ON_ is the probability to be in the ON phase of transcription, and *P*_sense_ is the sensitivity of the RNA-FISH, (*P*_sense_ depends on the detection power of RNA-FISH and on the expression level).

For a biallelic gene with identical and unsynchronised alleles, we estimated *P*_detect_ by:

*P*_detect_ = *n*_tot_/(2 × *N*_cells_), where *n*_tot_ is the total number of pinpoints detected over *N* cells, each comprising two alleles.

We reasoned that, if the observed monoallelism was due to transcriptional bursts or to lack of detection, the probabilities of detecting each allele should be independent and identical, in which case, the number of alleles observed would follow a binomial distribution B(2, *P*_detect_). We tested this hypothesis using a *χ*2 goodness of fit test with one degree of freedom.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The raw RNA sequencing data (FASTQ files) generated in this study have been deposited in the GEO database under accession code GSE148348. Previously published sequencing data used in this study are available in the GEO database under accession codes GSE54016, GSE72697 and GSE84646. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

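The data are allele-specific RNA-seq of F1 hybrid mouse cells with a maternal 129/Sv and a paternal Cast genome. There were 16 libraries: 5 of astrocytes, 1 for each of the clones XX1, XX2, XX3, XY1 and XY2, and 11 of NPCs, with 2 for each of the clones Ch3, Ch5, Ch7 and Ch8 and 1 for each of F5, mG2 and mG6. The Ch libraries were made after ribosomal RNA depletion and all others from poly(A)-enriched RNA. Samples were assigned to clones by their labels, and the names XX1 to XY2 were matched to the clones 129, C2, G4, mC3 and mE6 through the NPC ratios in the Source Data, and the match was checked on the paper's astrocyte ratios. The NPC libraries of these 5 clones and of the other published clones were not analysed here, and where NPC ratios of these clones are used they are the paper's.

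The authors masked the mouse genome at SNPs between the strains, aligned the reads with Tophat (2.1.0) and Bowtie2 (2-2.2.5), assigned them to an allele with SNPsplit (0.3.2) and counted read pairs per gene with FeatureCounts (1.5.1), using strand. The deposited counts for 50600 genes per library give Cast reads, 129 reads and all reads, without normalization. The authors also deposited the Cast share of the allele-specific reads as a fraction, given where a gene has at least 10 such reads; it was not used, since the ratios here were computed from the counts. The annotation version is not stated in the paper's text. Gene identifiers are versioned Ensembl identifiers, of which 32722 could be given a symbol and 26021 a position from RefSeq on GRCm38.p6. Reads shared with pseudogenes or paralogs are not separated beyond what the authors' counting did.

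Allelic expression ratios are Cast reads over allele-specific reads, in percent, for genes with at least 20 allele-specific reads. As in the paper, ratios under 15% or over 85% were called monoallelic, from 35 to 65% biallelic and the rest biased. The 2 libraries of each Ch clone were summed. The astrocyte libraries held a median of 27255381 allele-specific reads, the poly(A) NPC libraries 25972899 and the ribosomal RNA-depleted libraries 5300723. Errors of single ratios are 95% Wilson intervals, which cover counting error only. The difference between the 2 libraries of each Ch clone was tested per gene with Fisher's exact test and Benjamini-Hochberg adjustment.

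Astrocyte ratios were compared with the paper's NPC ratios by Pearson's r across genes for each clone. The mean r, and the share of monoallelic genes that kept their allele, were tested against all 120 pairings of 5 NPC clones with 5 astrocyte libraries (exact permutation, one-sided). Neighbours of Acyp2, A2m, Bag3 and Grik2 are those of the Source Data, and for Eya4 the 4 nearest genes on each side with 20 allele-specific reads in at least 4 clones. The rank of the SD of the RME gene within its region was tested by exact permutation, and neighbours were correlated with the RME gene across at least 6 clones with exact permutation p-values. Median ratios were computed per chromosome, and per window of 20 Mb with at least 10 genes. Read dosage of a chromosome is the median over genes, each with at least 50 reads, of the log2 ratio to clones of the same preparation.

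Expression in the 5 astrocyte and 3 poly(A) NPC libraries was compared on all reads per gene with edgeR's quasi-likelihood test (version 4.0.16, TMM normalization, genes kept by its expression filter, Benjamini-Hochberg adjusted p under 0.05), and with DESeq2 (version 1.42.0) as an alternative. The NPC libraries made after ribosomal RNA depletion were left out of it. Other steps used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data, the edgeR step recovered 97 of 200 genes changed by a log2 fold change of 2 and called 2 unchanged genes among 17765 genes tested, and the Fisher step recovered 197 of 200 changed genes and called 10 unchanged ones among 10434. In 20 sets with shuffled clones, the pairing test gave 2 p-values under 0.05.

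The genes named were set by a rule before the data were examined: the genes of Table 1, the neighbours in the Source Data or found by the rule for Eya4, Apobec1 and Slc18b1, lists of marker and imprinted genes, genes of the RME list monoallelic from opposite alleles in the NPCs and astrocytes of a clone (of which there were 0), and the 5 best covered autosomal genes outside the RME list with at least 2 clones under 15% and 2 over 85%. Some of the genes that this rule names are not reported here. The alternatives were a minimum of 10 or 50 reads, Spearman's correlation, genes with a value in all clones, other limits for monoallelic and biallelic expression, a single library per Ch clone, the interquartile range in place of the SD, another tool, filter or covariate for expression, and leaving out each clone or library in turn. After seeing the data, leaving out genes on chromosomes or in windows of unequal allelic balance was added.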

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

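The tests of library preparation, mapping bias, sex labels, depth, allele-assignment error, 20 Mb windows, extra Cast copies on distal chromosome 12 and the chromosome balance of imprinted genes, and the chance level for library preparation, were chosen only after the result they address was seen.

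In groups of 4 to 10 clones, a clone was singled out when its gap to the nearest other clone was large against the range of the group (Dixon's test at the 95% level). Of 127 groups examined, 19 had such a clone, where chance alone gives about 6.35. Only the chromosome medians were set for this before the data were examined; the other groups were chosen after their values had been seen, so the comparison with chance is approximate. They include 10 of 38 groups of chromosome medians, 1 of 20 groups of Table 1 genes and Slc18b1, 3 of 35 groups of neighbouring genes, 4 of 29 groups of imprinted genes and 1 of 2 groups of library differences. The chromosome medians, and genes outside those the paper discusses, are data that the paper does not report on.

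On chromosome 12, the median allelic ratio was 100% Cast in Ch5, 100% in Ch7 and 100% in Ch8, where 7 of the other 9 clones were between 45 and 55%. Ch3, prepared in the same way, was at 49.7%, so neither the library preparation nor a mapping bias of this chromosome accounts for the shift. Loss of the 129 copy alone would lower the reads of the chromosome, but their median log2 ratio to Ch3 was at lowest -0.030 in the 3 clones. A candidate explanation is that the 129 copy was replaced by a second Cast copy. In mG2, chromosome 18 had a median of 0.0682% Cast, while 10 of the other 11 clones were between 45 and 55% and mG6, prepared in the same way, was at 48.9%. The median log2 ratio of its reads to mG6 and F5 was 0.025, so replacement of the Cast copy by a second 129 copy may apply here as well. Impact, an imprinted gene on chromosome 18, stood apart in the same clone, at 0.121% Cast in mG2 against 46.7% to 50.1% in the other NPC clones.

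On chromosome 1 the median ratio was 34.2% in the astrocytes of clone 129, where the other 4 astrocyte clones were between 48.4% and 50.4%, and 32.7% in Ch3, 32.2% in Ch5, 32.6% in Ch7 and 32.3% in Ch8. Clone 129 (34.2%) is a poly(A) library like the other astrocytes, so the library preparation is not the source in this clone. The poly(A) NPC clones F5, mG2 and mG6 were at 51.0%, 47.7% and 48.6%, so among NPCs the shift follows the preparation. Values within the Ch libraries nevertheless argue against the preparation as the source. Every window of chromosome 1 had a median between 30.5% and 34.2% in all 4 Ch clones. Their other autosomes had medians of 48.3% to 50.4%, apart from chromosome 12 in Ch5, Ch7 and Ch8. An effect of the preparation would have to shift the whole of chromosome 1 and leave those autosomes balanced. The reads of chromosome 1 in clone 129 had a median log2 ratio of 0.45 to the other astrocytes, while its other autosomes were between -0.12 and 0.12. An extra 129 copy of chromosome 1 may explain both values. In the Ch clones all 4 have the shift, so no clone of the same preparation was left for a dosage comparison.

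In the astrocytes of G4, the medians of chromosomes 3, 12 and 18 were 66.0%, 62.8% and 65.2%, against 48.9% to 49.6%, 49.0% to 52.2% and 49.2% to 50.1% in the other astrocytes. All 4 other astrocyte clones were between 45 and 55% on chromosome 3, which goes against a mapping bias. The lowest of the 3 median log2 ratios of reads was 0.38, above the other autosomes of G4 (at most 0.09), and an extra Cast copy may explain the shift. On chromosome 12, in G4 and in F5 (chromosome median 65.6%), the shift lay in the windows from 80 Mb on, with medians of 71.3% and 71.8% in G4 and 73.4% and 73.3% in F5, while the windows before 60 Mb were at most 50.6%. The lower of the 2 median log2 ratios of distal reads was 0.79, so extra Cast copies of the distal part are a candidate explanation in both clones.

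Eya3, a gene of Table 1 on chromosome 4, had 9.48% Cast reads in the astrocytes of G4 (95% Wilson interval 7.68 to 11.7%, 833 reads) against 45.5% to 49.4% in the other 4. The windows of chromosome 4 from 120 and 140 Mb on, where Eya3 lies, had medians of 10.0% and 7.27% in G4, while the lowest window median of the other astrocyte clones there was 44.1%, which goes against a mapping bias. The reads of this part had a median log2 ratio of -0.69 to the other astrocytes, against 0.03 for the part before 120 Mb. Loss of the Cast copy of distal chromosome 4 in most cells may therefore account for the ratio of Eya3 in this library.

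The other chromosome medians that stood apart did so by small amounts: on chromosome 8, 49.7% in mC3 against 49.5% to 49.6% in the other astrocytes and 46.8% in F5 against 49.3% to 49.6% in the other NPCs; on chromosome 11, 51.4% in clone 129 against 49.0% to 49.2%; on chromosome 17, 48.4% in Ch3 against 49.1% to 49.5%; and on chromosome 19, 50.9% in F5 against 49.4% to 50.0%. Among the neighbours in NPCs, Rtn4 was at 51.8% in Ch8 against 47.2% to 49.2%, Armc5 at 61.4% in Ch3 against 47.1% to 53.3%, and Tial1 at 48.8% in Ch8 against 52.0% to 54.2%. All are within the biallelic range, and no explanation was tested for them.

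Between the 2 libraries of Ch3, 191 genes had different ratios, against 3 to 25 in the other Ch clones. The SD of the difference was 8.69 points in Ch3, where sampling gives 6.20. No explanation was tested.

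Among the imprinted genes, Snrpn was at 52.8% Cast in F5 against 91.7% to 100% in the other NPC clones, Mest at 55.2% in F5 against 99.8% to 99.96%, and Nap1l5 at 47.0% in mG6 against 98.0% to 100%. All 3 are listed as expressed from the paternal allele, which is Cast here. Over all listed imprinted genes, the expressed allele exceeded 85% in 71 of 126 values of male clones and in 4 of 55 values of female clones; 37 of the 126 and 35 of the 55 were biallelic. Biallelic values are therefore not specific to female clones: in mG6, a male clone, 9 of 17 were biallelic and 6 over 85%. Peg3 was near 100% in the male clones apart from mG6 (52.0%) and between 47.3% and 51.2% in the female ones. The SNPs of a gene are the same in all clones, so an error of allele assignment would also lower the male clones, but for 30 of the 35 biallelic values of female clones the expressed allele of the same gene exceeded 85% in at least 1 male clone. For the other 5, of Zrsr1 and H19, such an error cannot be ruled out. Of the biallelic values of female clones, 0 lie on chromosomes of unequal balance in their clone, the number first set as the test, but the limits of 35 and 65% largely fix it in advance. Counted without these limits, 2 of the 51 values of female clones in which the expressed allele did not exceed 85% lie on such chromosomes (Impact in G4 at 68.1% and Dlk1 in F5 at 83.3%) and 49 lie on others, so unequal balance of chromosomes does not account for them. No explanation is put forward here for the biallelic values. All 4 female clones share their sex and their parental cell line, and the 2 cannot be told apart.

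Outside the RME list, 73 autosomal genes were under 15% Cast in at least 1 NPC clone and over 85% in at least 1 other, which is 0.630% of the 11591 genes that could be assessed, against 23 of 202 genes of the list (11.4%). Of all 96, 78 were left without chromosomes of unequal allelic balance and 78 without 20 Mb windows of unequal balance, so these shifts account for the minority of the genes. In 35 of the 96, all clones under 15% had one library preparation and all over 85% the other, where calls placed at random on the clones with enough reads give 32.8, so the preparation does not account for the number of genes. The 5 best covered, by the rule for named genes, were Plagl1, 1110002L01Rik, Rps16-ps2, Slc27a6 and Pyroxd2. Of these, 1110002L01Rik lies on chromosome 12 and is over 85% only in Ch5, Ch7 and Ch8, Slc27a6 lies on chromosome 18 and was at 0% in mG2, but also at 8.97% in mG6 (145 reads), whose chromosome 18 is balanced, against 100% in Ch3, Ch8 and F5, and Rps16-ps2 is a pseudogene whose ratios separate by preparation, at 6.02% to 10.9% in the 4 Ch clones and 94.3% to 97.6% in the other 3. The monoallelic values of Pyroxd2 also separate by preparation, with 6.45% in Ch5 and 12.5% in Ch7 against 94.4% in F5 and 93.8% in mG6, but Ch8 was at 59.5% and mG2 at 25.8%. Plagl1 was at 100% in Ch3, 99.6% in mG2, 6.12% in Ch5, 1.41% in Ch7, 0% in Ch8, 17.3% in mG6 and 45.7% in F5, and is in the list of imprinted genes.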

How the results depend on the processing

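The alternatives were set before the data were examined, except those that leave out chromosomes or 20 Mb windows of unequal allelic balance. Of 439 values recomputed under an alternative, 424 stayed on the same side of their test's threshold or within the error of the result, 11 moved by more, 3 became significant and 1 changed sign.

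The match between NPCs and astrocytes of a clone held under every alternative tried. The mean r of matched pairs was between 0.900 and 0.929 over 6 alternatives and from 0.907 to 0.935 across the 5 fits that each left out one clone, and the share of monoallelic genes that kept their allele was between 84.7% and 88.0%, and from 85.9% to 89.9% with one clone left out. The exact permutation p was 0.00833 with 5 clones and 0.0417 with 4, in each case the smallest the number of clones allows. With at least 50 allele-specific reads, r in XY2 rose from 0.934 to 0.957; the cause was not tested. For the RAExI genes r was from 0.967 to 0.978 with one clone left out. A minimum of 10 reads added 0 pairs, so this alternative says nothing about its stability.

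The share of biallelic neighbour values was 92.0% with at least 50 reads and 80.5% with 40 to 60% as the biallelic range, against 86.7%. A narrower range can only lower the share. The minimum of 50 reads leaves out the values of Clhc1, Gpr75, Popdc3 and Slc2a12 outside the range, which rest on 20 to 37 reads. The exact permutation p for the spread of RME genes was between 0.000165 and 0.00124; since these genes had been chosen for their RME, this range says nothing about its stability in other genes. The number of neighbours correlated with their RME gene at an adjusted p under 0.05 was 0 under all 3 alternatives, as in the result itself, where 1 had an unadjusted p under 0.05. Around Acyp2, where 3 of 6 clones are at 0%, the smallest exact permutation p of a pair is 0.00833, or 0.175 after adjustment if no other pair is low, and Sptbn1, with an r of 0.936, had an exact permutation p of 0.0917. A count of 0 under each alternative is therefore weak evidence of no correlation.

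The number of genes monoallelic from either allele, 96, was between 60 and 132 over 5 alternatives: 60 with at least 50 reads, 132 with at least 10, 70 with limits of 10 and 90%, and 78 both without chromosomes and without 20 Mb windows of unequal balance. Stricter rules can only lower this number and looser ones only raise it, so the direction of these changes was fixed in advance. The number of genes that differ between astrocytes and NPCs was from 2269 to 4849 across the 8 fits that each left out one library, against 4644. The numbers 2667, 2269 and 3030 came from leaving out the NPC library F5, mG2 and mG6, which leaves 2 NPC libraries, and 2511, 2199 and 2886 of these genes were shared with the 4644. DESeq2 gave 6280 genes, no expression filter 4019 and sex as a covariate 4390, of which 4622, 3721 and 3986 were shared. The log2 fold change of Slc1a3, which was not significant, changed sign: it was -0.0074 without XY1 and from there to 0.58 across the fits that each left out one library. S100b, Aldoc and Fabp7 passed the threshold with DESeq2 alone, with adjusted p-values over the alternatives from 0.0355 to 0.298, from 0.00924 to 0.214 and from 0.0198 to 0.208.

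The 2 summed libraries of a Ch clone hold 9992755 to 11299415 allele-specific reads, against 21555315 to 32263331 in the poly(A) NPC libraries. Eya4 had at least 20 allele-specific reads in 3 NPC clones, none of them a Ch clone, and 6 to 14 in the Ch clones. Per allele-specific reads it had at most 1.27 CPM in the Ch clones, 1.02 in F5, 3.27 in mG6 and 9.19 in mG2. The difference in depth therefore accounts for the lower number of reads against F5, but not against mG6 and mG2.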

Differences from the paper's values

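Of 265 values set beside the paper's, 8 differed by more than 1.5-fold and by more than their error, all of them in the NPC ratios of the Acyp2 panel of Fig. 7a. Acyp2 had 54.2% Cast reads in Ch3 against the paper's 0%, 0% in Ch5 against the paper's 56.3% and 0% in mG2 against the paper's 54.2%. Eml6 had 35.6% in Ch7 against the paper's 15.4% and 35.9% in mG2 against the paper's 8.82%. None of the alternatives set before the data were examined (a minimum of 10 or 50 reads, or either library of a Ch clone alone) closed the gap for these 5 values.

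Eml6 had 8.82% in Ch3 against the paper's 28.8%, and a minimum of 10 reads did not close the gap; the other alternatives left too few reads. Eml6 had 15.4% in Ch8 against the paper's 27.1%. With library 1 alone the ratio was 15.4% as well, but its error is wider and the 2 values no longer differ beyond it; a minimum of 10 reads did not close the gap, and the other alternatives left too few reads. Gpr75 had 5.00% in F5, from 20 reads, against the paper's 82.1%. A minimum of 10 reads did not close the gap, the choice of library does not bear on this clone, and a minimum of 50 leaves no value.

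In the other 3 panels of Fig. 7a, all 175 values were within 5.4e-05 percentage points of the paper's. The number of genes compared per clone was 70, 141, 116, 145 and 131 for XX1, XX2, XX3, XY1 and XY2, against the paper's 75, 146, 121, 150 and 137, and 187 genes could be compared in at least 1 pair against the paper's 195. Over the 779 astrocyte ratios that both have, the median absolute difference from the paper's Source Data was 0.419 percentage points and 110 differed by more than 2 points. The squared correlations were within their error of those in Fig. 3b.

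The paper names Apobec1 and Slc18b1 as the neighbours with imbalance. In the 7 NPC clones, Tgfb1i1 was also monoallelic in 2 of them, at 6.60% and 7.08%, and Inpp5f was biased in 5, at 66.1% to 69.9%. Eml6 was outside the biallelic range in 5, at 8.82% to 28.8% from 34 to 136 reads, and monoallelic in 1 of these. Sgk1 (31.9% and 34.8%), Ccn2 (66.7% and 71.4%), Rimklb (71.3%), Tbpl1 (33.3%) and Bves (70.3%) were biased in 1 or 2 clones each, and the values of Clhc1, Gpr75, Popdc3 and Slc2a12 outside the range rest on 20 to 37 reads.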

Other observations

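The tests of the sex labels and depth behind the Y chromosome, and of the rows of the Acyp2 panel, were chosen only after the result they address was seen.

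The 7 NPC clones were compared row by row with the Acyp2 panel of the Source Data. In 6 clones, the ratios from the reads stand in the row before the clone's own, to within rounding, and in 0 of 7 in the clone's own row, while in each of the panels of Bag3, Grik2 and A2m they stand in the clone's own row in 7 of 7. That the rows of the panel moved by 1 against the clone names is a candidate explanation (6 of 7 clones), but mG2 is an exception: its ratios are in no row of the panel, so a shift of all rows cannot be told apart from another change of order.

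Reads on the Y chromosome were 11765 in mC3, 3128 in mG2 and 19371 in mG6, but 38 in mE6, 29 in Ch3, 67 in Ch5, 75 in Ch7 and 48 in Ch8, all labelled male, and 47 to 95 in the female clones. Relative to all reads on genes, the lowest of the first 3 was 34.8 times the highest of the other 5, so sequencing depth is not the reason. Female cells with both X copies under a male label would have Cast reads on the X, but at most 0.289% of the X-linked reads of the 5 clones were Cast. A female line that had lost its Cast X would have none either, so loss of the Y chromosome in culture cannot be told apart from a female sample under a male label that lost this X, and both are candidate explanations. In the female clones, 73.1% to 78.2% of the X-linked allele-specific reads were Cast and the median over X-linked genes was 98.9% to 99.95%, with Xist read from the 129 copy, so that the Cast X was the active one in all 4.

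Between the 5 astrocyte and the 3 poly(A) NPC libraries, which come from different clones, 4644 of 18192 genes differed in expression (2360 higher and 2284 lower in astrocytes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p under 0.05). Of the 56 splits of the 8 libraries into groups of 5 and 3, 1 gave as many genes, the real one, and the next largest gave 7. Cell type and clone are confounded in this comparison. Gfap was higher in astrocytes by a log2 fold change of 8.45 (standard error 1.55, adjusted p = 0.00674 by edgeR), Aqp4 by 5.37 (standard error 0.93, adjusted p = 0.00535 by edgeR) and Slc1a2 by 3.52 (standard error 0.72, adjusted p = 0.0101 by edgeR). Nes had a log2 fold change of -3.79 (adjusted p = 9.74e-05 by edgeR) and Mki67 of -8.43 (adjusted p = 7.80e-05 by edgeR), each lower in 5 of 5 astrocyte libraries than in every NPC library. Gfap, Aqp4 and Slc1a2 were higher in 5 of 5 astrocyte libraries than in every NPC library. S100b, Aldoc, Slc1a3, Sox2 and Fabp7 did not pass the threshold.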
